# Skin treatment with non-thermal plasma modulates the immune system through miR-223-3p and its target genes

**DOI:** 10.1080/15476286.2024.2361571

**Published:** 2024-06-03

**Authors:** Annika Engel, Nicole Ludwig, Friederike Grandke, Viktoria Wagner, Fabian Kern, Tobias Fehlmann, Georges P. Schmartz, Ernesto Aparicio-Puerta, Dominic Henn, Barbara Walch-Rückheim, Matthias Hannig, Stefan Rupf, Eckart Meese, Matthias W. Laschke, Andreas Keller

**Keywords:** Non-thermal plasma, miRNA, single blood cell sequencing, wound healing, cell adhesion, miR-223-3p

## Abstract

Non-thermal plasma, a partially ionized gas, holds significant potential for clinical applications, including wound-healing support, oral therapies, and anti-tumour treatments. While its applications showed promising outcomes, the underlying molecular mechanisms remain incompletely understood. We thus apply non-thermal plasma to mouse auricular skin and conducted non-coding RNA sequencing, as well as single-cell blood sequencing. In a time-series analysis (five timepoints spanning 2 hours), we compare the expression of microRNAs in the plasma-treated left ears to the unexposed right ears of the same mice as well as to the ears of unexposed control mice. Our findings indicate specific effects in the treated ears for a set of five miRNAs: mmu-miR-144-5p, mmu-miR-144-3p, mmu-miR-142a-5p, mmu-miR-223-3p, and mmu-miR-451a. Interestingly, mmu-miR-223-3p also exhibits an increase over time in the right non-treated ear of the exposed mice, suggesting systemic effects. Notably, this miRNA, along with mmu-miR-142a-5p and mmu-miR-144-3p, regulates genes and pathways associated with wound healing and tissue regeneration (namely ErbB, FoxO, Hippo, and PI3K-Akt signalling). This co-regulation is particularly remarkable considering the significant seed dissimilarities among the miRNAs. Finally, single-cell sequencing of PBMCs reveals the downregulation of 12 from 15 target genes in B-cells, Cd4+ and Cd8+ T-cells. Collectively, our data provide evidence for a systemic effect of non-thermal plasma.

## Introduction

Non-thermal plasma (NTP), a partially ionized gas consisting of a mixture of ionized atoms, molecules, radicals, and photons, has been studied for clinical application in recent years. Technical applications include decontamination of sensitive instruments [1,2] due to its antibacterial effect [3–6]. Additionally, NTP treatment has been investigated in anti-tumourtherapy [7–9]. Interestingly, NTP-induced apoptosis was shown in head and neck cancer (HNC) cells via accumulation of reactive oxygen species *in vitro* and inhibited growth of HNC tumours *in vivo* [10,11]. However, one of the most explored applications of NTP treatment is wound healing. Recently, Wang *et al*. demonstrated inhibited scar formation after surgery [12]. Additionally, Isbary *et al*. reported a reduction of the bacterial load in chronic infected wounds [13]. Preliminary *in vitro* experiments showed that epithelial cells display an increased proliferation when exposed directly to NTP and also when exposed indirectly via NTP-treated culture medium [14–16], providing a potential mechanism underlying the improved wound healing processes. Considering stages of wound healing from inflammation to tissue formation and remodelling [17], NTP treatment supports wound recovery by stimulating the contribution of monocytes in the first stage [18]. The exact mode of action of NTP has not been fully identified and the knowledge on molecular processes underlying the improved wound healing and other positive effects of NTP are only partially understood. The aforementioned studies suggested the stimulation of the immune system as a systemic effect that might add to the local anti-microbial effects of NTP.

Beyond proteins, coding genes and metabolites, non-coding RNAs are well known to play an important role in processes related to the immune system. Among those, microRNAs (miRNAs) are a particular class of small non-coding RNAs, which are expressed in the course of a specific disease or in a cell-specific way [19–24]. The mechanisms how miRNAs are transcribed and processed remain an active field of research [19] but even basic principles remain still incompletely understood [25]. Large-scale databases such as miDIP suggest however over 46 million interactions between miRNAs and genes [26]. Databases such as miRTarBase collect over 2 million of verified miRNA gene interactions [27]. Such comprehensive resources are partially created using curated functional evidence. As an example, the role of infections and how pathogens can hijack miRNAs to suppress innate immunity of the host are known [28], indicating their importance in immune responses. Performing microRNA studies should typically also include an investigation of the target effects to improve a lacking understanding of mechanism in the light of the suggested wide variety of roles for miRNAs [29].

We thus hypothesize that NTP treatment has **(a)** a local influence on miRNA profiles that **(b)** potentially extends to a systemic influence and **(c)** thereby alters gene expression in mediators such as blood cells. To test this hypothesis, we study the effect of NTP treatment on mouse auricular skin. Because of the known effect of NTP treatment in wound healing, we measure differences in miRNA expression in treated versus untreated skin samples using deep sequencing. By including five different timepoints up to 120 minutes after the exposure, we are able to analyse immediate and time-dependent changes in miRNA profiles. Because of potential systemic regulatory effects on target genes, we finally carry out single-cell RNA sequencing on peripheral blood mononuclear cells (PBMC)s.

## Results

### Non-thermal plasma treatment has a limited global impact on the miRNA repertoire

To investigate the effects of non-thermal plasma (NTP), we select mouse ears as a suitable model system and analysed four distinct subsets: the left and irradiated ear of treated mice (TL), the right ear of treated mice (TR), the left ear of untreated mice (UL), and the right ear of untreated mice (UR). For clarity, we refer to these four groups as the sample types throughout the following sections. To capture the time-dependent processes, we consider miRNA bulk samples from five timepoints after the treatment (Figure 1A). A detailed description of the study setup is given in the method section.

**Figure 1.**
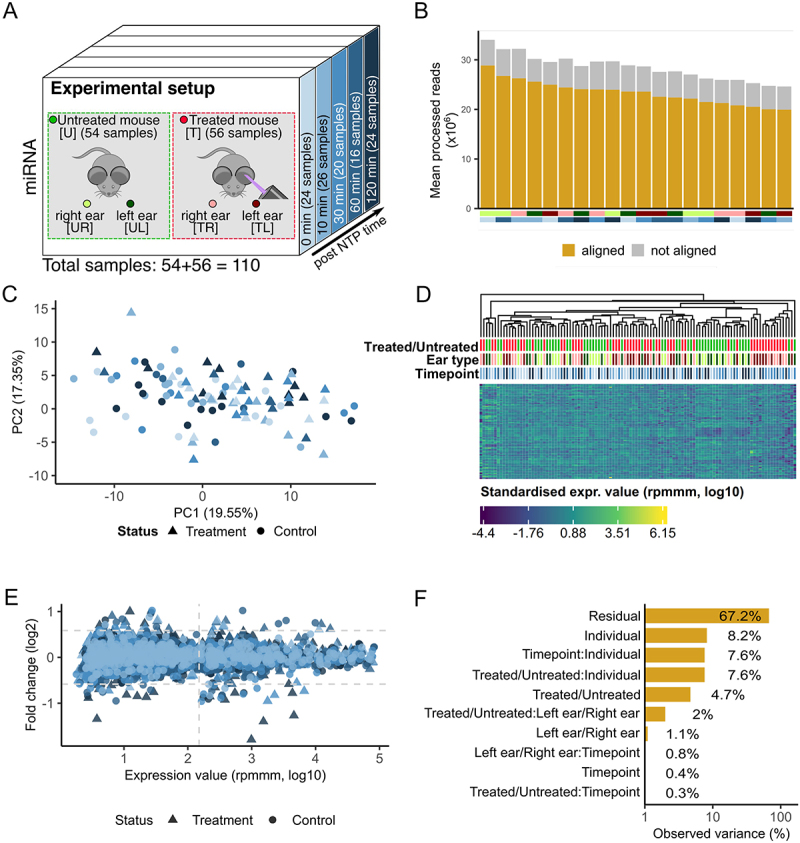
Study setup and expression variance analysis. (A) the data set consists of 55 mice, 28 of these were treated and 27 serve as a control group. Two samples were taken from each of the 55 mice – one from the skin of the left ear and one from the skin of the right ear. For the treated mice the left ear was exposed to NTP, and the samples were obtained at 5 different timepoints (0 minutes, 10 minutes, 30 minutes, 60 minutes, and 120 minutes). (B) the number of processed reads and the proportion aligned to the mouse genome. The bottom annotation indicates the sample type and timepoint. (C) Principal Component Analysis of the miRNA expressions. Outliers are excluded for visualization purpose. Colouration is done according to the five timepoints. Shapes indicate the treated and untreated mice. (D) Heatmap of the top 100 expressed miRNAs (log10) with hierarchical clustering. The top annotation rows provide information regarding the treatment status, the sample type and the timepoint. (E) Scatter plot of the FC (log2) of each timepoint to the minimal timepoint (0 minutes) versus the expression of each miRNA (log10). Coloured according to the five timepoints. The shapes correspond to treated and untreated mice. We differentiate between regulated and deregulated (FC ≥ 1.5 or FC ≤ 1/1.5) miRNAs according to the horizontal dashed lines. We assume that miRNA expressions left of the empirically determined threshold are dominated by noise. (F) Principal Variance Component Analysis of the miRNA expressions (log10). ‘Residual’ corresponds to the variance not covered by the properties.

As our initial experimental readout, we choose small RNA deep sequencing. After stringent quality control and adapter trimming, we include an average of 30 million reads per sample (Figure 1B). On average 25 million reads align with the mouse reference genome. Notably, no significant difference was observed within the four groups in terms of quality filtering, mapping to the reference genome, or mapping to mouse miRNAs (*Supplemental* Figure S1A). Altogether, we obtain 1966 miRNAs of which 495 remain as stably expressed in the data set.

Performing a Principal Component Analysis (PCA) with a global clustering of the miRNA expression data including all samples, we find no discernible clustering patterns based on treatment or timepoints (Figure 1C), arguing against a potential overarching molecular effect of NPT. To further explore the data and to identify less pronounced effects, we next conduct hierarchical clustering analysis for the top 100 miRNAs with the highest coefficient of variance (CV) across all samples (Figure 1D). Consistent with the PCA-based clustering results, we do not observe clear differentiation between treated and untreated samples, the different sample types, or the timepoints.

To check whether effects for single miRNAs exist at all, we calculate the fold changes (FCs) for all samples from treated and untreated mice separately across the timepoints (10 min vs. 0 min, 30 min vs. 0 min, 60 min vs. 0 min, 120 min vs. 0 min, Figure 1E). This analysis suggests a stronger effect in the treatment as compared to the control group, both, for miRNAs close to the background but also for highly abundant ones. Because of the large number of analyses (495 miRNAs, 4 timepoint comparisons for two groups) none of the markers in this global analysis remains significant following adjustment for multiple testing.

We thus ask for those factors yielding the overall largest impact on the expression levels using principal variance component analysis (PVCA). While PVCA is typically used to identify batch effects, we utilize it to uncover high-impact properties in our data set. We consider the attributes ‘Treated/Untreated’, ‘Left ear/Right ear’, ‘Timepoints’, and combinations of these attributes as potential factors affecting the expression levels. Additionally, we include the information that two samples always originate from the same mouse as a final attribute, ‘Individual’ (Figure 1F). The largest portion of the variance lies within the Residuals, indicating factors not explained by our experimental setup. We observe that the most substantial variance in the data set is associated with the ‘Individual’ property (8.2%), which is a common result pinpointing intra-individual variability. The combination of ‘Individual’ with ‘Treated/Untreated’, however, still significantly contributes to the overall data variance (7.6%). In a similar manner, the ‘Timepoint’ adds 7.6%. One notable result of the PVCA is that the left/right ear adds twice as much to the overall variance if considered in combination with the treatment.

In summary, our findings suggest that treatment with NTP has a limited influence on the global composition of miRNAs. However, it is important to note that this result does not imply the absence of changes in the abundance of individual miRNAs. In fact, the PVCA suggests significant differences between treated and untreated mice, especially if considered in the context of the timepoint and with respect to the left and right ear. This calls for a more focused analysis for each miRNA in the four sample types.

### Comparison between treated and untreated mice yields significant upregulated miRNAs

For the four groups, we thus perform ear-wise comparisons within and between the treated and untreated cohorts and compare the results to each other (Figure 2A). Specifically, to identify miRNAs which are influenced by the treatment, we first compare all samples obtained from the treated to all samples from untreated mice since treatment accounts for the highest variance in the PVCA analysis after excluding all properties related to the individual. Of note, we compute not only the fold changes (FC) and the adjusted p-values (t-test) for the comparison but also the effect sizes (Cohen’s d). Our analysis reveals that three miRNAs mmu-miR-144-3p, mmu-miR-144-5p and mmu-miR-451a are more than 1.5-fold upregulated in treated mice and have a high effect size (≥0.5) and a significant adjusted p-value (Figure 2B; upper part). When considering only the last timepoint (120 minutes) we calculate the overall largest effect sizes for a higher number of miRNAs (Figure 2B; lower part). However, none of the miRNAs remain significant following adjustment. In the light of stronger effect sizes, the larger p-value may be explained by the smaller group sizes in this comparison (*n* = 24).

**Figure 2.**
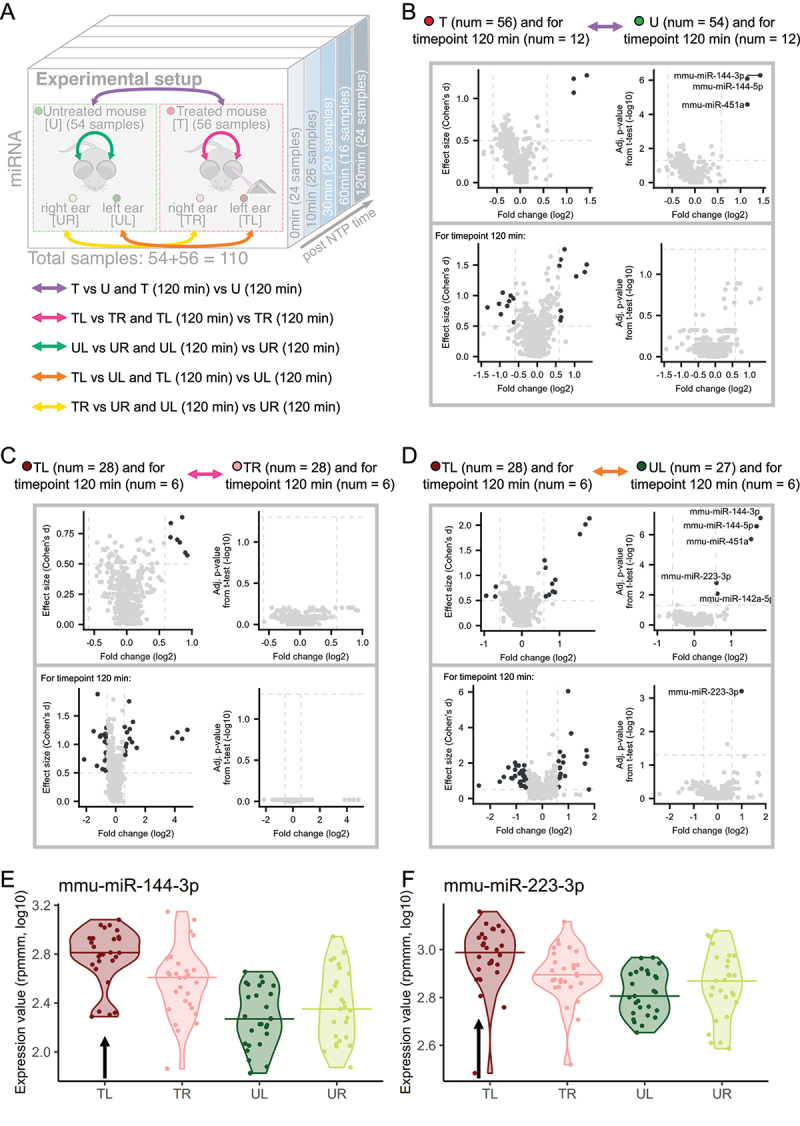
Group-based comparisons of miRNA expression. (A) the experimental setup with additional arrows indicating the comparisons we are investigating. (B) T versus U mice comparison. The effect size plots are located on the left side and Volcano plots on the right side of the different boxes with the comparisons from Figure 2a. The upper plots include all samples over all timepoints and the comparison for only the timepoint 120 minutes is depicted in the lower part of the box. Deregulated miRNAs with effect size ≥ 0.5 or p-value <0.05 (t-test, -log10) are highlighted in dark grey. (C) TL versus TR mice comparison analogous to Figure 2b. (D) TL versus UL mice comparison analogous to Figure 2b. (E) Violin plot for mmu-miR-144-3p. Each violin corresponds to a sample type and the horizontal lines indicate the medians. The black arrow marks the violin corresponding to the treated ear. (F) Violin plot for mmu-miR-223-3p analogous to Figure 2e.

To make the comparison even more specific, we split the samples into the four sample types (TL, TR, UL, UR) and consider all combinations between treated and untreated with each side of the ear. Interpreting the results, it is important to keep in mind that NTP was only applied to the left ear. We start our analysis by comparing left and right ears first in the untreated (*Supplemental* Figure S2A) and then in the treated mice (Figure 2C). The results of the comparison of the left ear and the right ear within the untreated mice reveal no deregulated miRNAs, even if the latest timepoint is considered separately. In contrast, in the treated mice we identify upregulated miRNAs in the left ear compared to the right ear, even though they miss the significance level after adjustment for multiple testing. Focusing only on the 120 minutes timepoint confirms the result: we detect deregulated miRNAs, yet these do not prove significant following adjustment for multiple testing. We consequently investigate if the observed upregulation between treated and untreated samples can also be seen when comparing the left ears of treated versus the left ears of untreated mice (Figure 2D). In this comparison, we observe the same three miRNAs as above, i.e. mmu-miR-144-3p, mmu-miR-144-5p and mmu-miR-451a, to be of considerable effect size and significance level. In addition, two new candidates, mmu-miR-142a-5p and mmu-miR-223-3p, emerge for further investigation. When only looking at the 120 minutes timepoint, only mmu-miR-223-3p remains significantly upregulated.

Considering these results, we exemplarily compare the five normalized expression values for mmu-miR-144-3p and mmu-miR-223-3p across the four sample types directly to each other (Figures 2E,2F). The medians of the samples of the treated mice show a higher expression compared to the untreated ones. Since only the left ears were stimulated with NTP and we find no significant miRNAs between the right ears of the treated and right ears of the untreated mice (*Supplemental* Figure S2B), we suggest that the observed upregulation is caused by the application of NTP. Overall, this argues for the hypothesis of a systemic effect of the treatment.

To gain a better understanding of the underlying effects in the data set, we thus take a closer look at the dynamic variability dependent on the time after exposure to the NTP as a potential key factor.

### Detailed view on significantly upregulated miRNAs

In the subsequent analysis, we focus our investigation on the five miRNAs that exhibit significant deregulation. When comparing samples within the same sample type but at the timepoints furthest apart from each other (Figure 3A, upper part), we observe a downregulation of miRNA expression in all the samples from the untreated mice and just the samples from the left ear from the untreated mice when considering the timepoint difference between 120 and 0 minutes. This downregulation suggests a general change in miRNA expression over time, potentially influenced by the anesthesia. Interestingly, a similar downregulation is also detected in the samples taken from the right ears of the NTP-treated mice. Furthermore, no significant deregulation is observed between the left and right ears, indicating a consistent behaviour of both ears. However, the downregulation over time does not reach statistical significance, suggesting a limited impact of the anaesthesia. In contrast, we observe a significant upregulation of all five miRNAs in the treated samples compared to the untreated samples (Figure 3A, lower part). This change is consistent across all samples from the treated mice compared to all samples from the untreated mice. Moreover, this upregulation is also evident when comparing the left ears of the treated mice to the left ears of the untreated mice. However, we detect no significant difference in miRNA expression when comparing the right ears of the treated mice to the right ears of the untreated mice.

**Figure 3.**
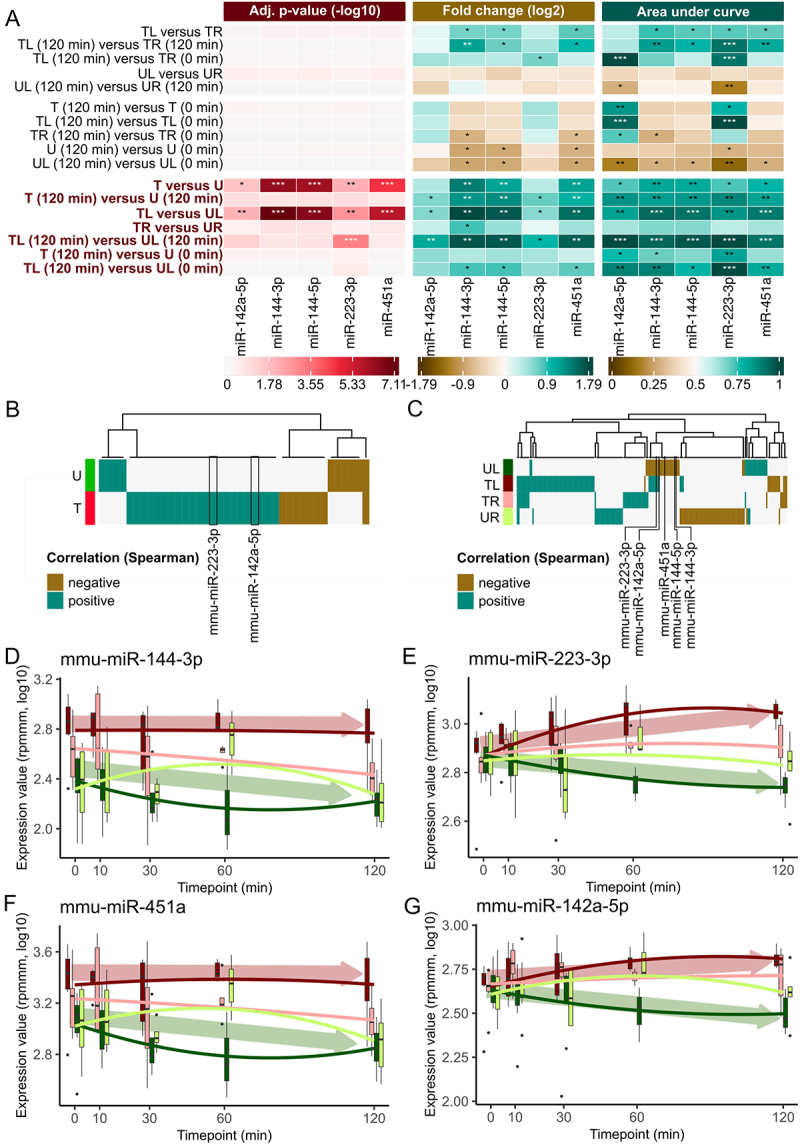
Group-based comparisons and time evolution of miRNA expression for mmu-miR-142a-5p, mmu-miR-144-3p, mmu-miR-144-5p, mmu-miR-223-3p and mmu-miR-451a. (A) Heatmaps of adjusted p-value from t-test (−log10), FC (log2) and AUC for manually selected comparisons. A p-value of under 0.05 is indicated by a *, of under 0.01 by ** and under 0.001 by ***. A deregulation of miRNAs by a factor of 1.5 is marked with a * and a factor of 2 with **. An AUC value between 0.7 and 0.8 or between 0.3 and 0.2 is marked by *, between 0.8 and 0.9 or between 0.2 and 0.1 is marked by ** and higher than 0.9 or lower than 0.1 is marked by ***. Promising comparisons between the treated and untreated mice are highlighted in red on the left side. (B) Heatmap plot of Spearman correlation between miRNA expressions and timepoints for the samples of the treated and untreated mice. Only miRNAs with a correlation lower than − 0.3 or higher than 0.3 are depicted. Correlation values are highlighted as negative correlated if the correlation values are < −0.3 and positive correlated if the correlation values are > 0.3. (C) Heatmap plot of Spearman correlation between miRNA expressions and timepoints for the samples of the four sample types analogous to Figure 3b. (D) Box plot over all five timepoints for mmu-miR-144-3p for each of the four sample types. The ends of the box denote the 25^th^ percentile and the 75^th^ percentile and the median is given as a horizontal line. The solid lines show a polynom of second degree fitted to the expression values using least-squares. Arrows indicate the overall trend of samples from treated (red) and untreated (green) mice. (E) Box plot for mmu-miR-223-3p analogous to Figure 3d. (F) Box plot for mmu-miR-451a analogous to Figure 3d. (G) Box plot for mmu-miR-142a-5p analogous to Figure 3d.

We thus calculate the Spearman correlation between the miRNA expression and the time following exposure to NTP (Figures 3B,3C). For both, treated and untreated samples, we observe mainly positively correlated miRNAs. In the sample-type-specific investigation, however, we find that the majority of miRNAs in the treated mice are positively correlated with the progression of time, while in the untreated mice they are negatively correlated. Notably, the five significant miRNAs from the previous analysis are all negatively correlated with time in the samples from untreated mice, even though not below our empirically determined threshold (−0.3). MiRNAs mmu-miR-223-3p and mmu-miR-142-5p present a positive correlation with time in the samples from treated mice (corr = 0.36 and corr = 0.35) and in the samples from left ears of treated mice (corr = 0.61 and corr = 0.49). Such a systemic effect, however, should become most obvious in the detailed time analysis and become more pronounced over time (Figures 3D-3G). We confirm the general trend of microRNAs being higher abundant in treated samples than untreated ones in the majority of timepoints. Resolving the expression over all timepoints does not indicate a distinct behaviour for mmu-miR-144-3p. In contrast, mmu-mir-223-3p, which is the only miRNA significantly upregulated for timepoint 120 minutes in the comparison between TL and UL, presents a monotonous increase from 0 minutes until 30 minutes and remains stable, highlighting it as a most likely systemic miRNA. Altogether, this narrow set of five miRNAs with potential effects opens the question on regulatory mechanisms affecting the expression of genes and pathways.

### Upregulated miRNAs regulate wound healing and are enriched in immune and blood cells

To connect our miRNA findings to causal mechanisms, we perform a pathway analysis using the miRPathDB [30] resource (Figure 4A). Especially mmu-miR-142a-5p, mmu-miR-144-3p and mmu-miR-223-3p indicate a similar set of pathways connected to wound healing and tissue regenerationfor example, the ErbB, FoxO, Hippo and PI3k-Akt signalling pathways [32–34]. The MAPK signalling pathway, which shows to be especially relevant in association with mmu-miR-144-3p, is known to be activated by NTP treatment [18]. In addition, the Adherens junction, Rap1 and Ras pathways exhibit effects regarding the cell adhesion and affiliations to epithelial tissue [35,36]. Furthermore, Ras and TGF-beta pathways are involved in cell-cycle control and apoptosis [37,38]. A co-regulation of miRNAs to similar sets of genes and thus of similar pathways is not surprising and well-known, especially if the seeds of the miRNAs are similar. But there are also examples of miRNAs with very different seeds regulating similar pathways [39]. We thus compute a multiple sequence alignment for the three miRNAs sharing similar target pathways (Figure 4B). While miR-144-3p and miR-142a-5p indeed share some similarity in the relevant mature miRNA sequences, miR-223-3p has no seed similarity to the former. This again provides further evidence for a biologically relevant function. At the same time, it immediately poses the question how these miRNAs, and especially miR-223-3p, mediate a potential systemic effect.

**Figure 4.**
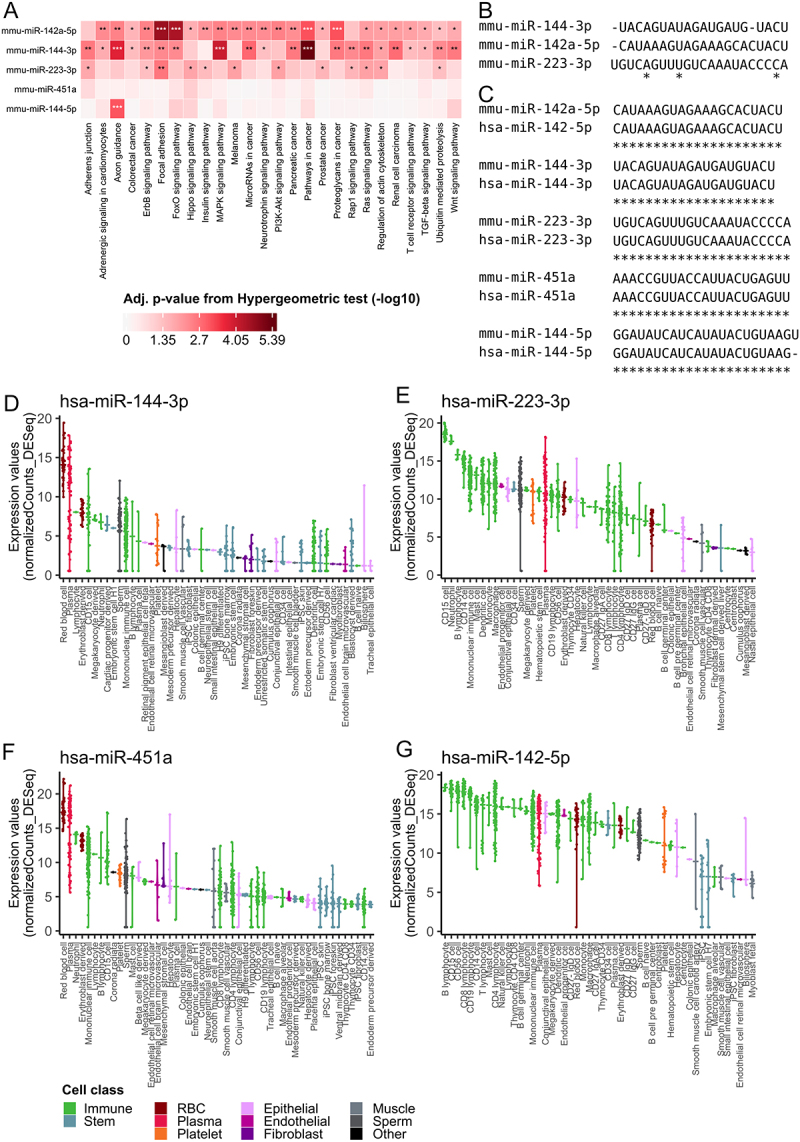
Connected signalling pathways and miRNA occurrence in human cells. (A) Heatmap of adjusted p-value from Hypergeometric test (−log10) for pathways originating from the KEGG database related to the five upregulated miRNAs [30]. We use predicted union and a pathway is shown if it has at least two significant miRNAs. One or more asterisks indicate the significance (cf. Figure 3a). (B) a multiple sequence alignment for the miRNAs mmu-miR-144-3p, mmu-miR-142a-5p and mmu-miR-223-3p. Asterisks highlight the region for which the miRNAs exhibit the same base. (C) an alignment of the human and mouse related miRNA for the five significantly upregulated miRNAs. Asterisks highlight the region for which the miRNAs exhibit the same base. (D) Violin plot for hsa-miR-144-3p from a previously published data set [31]. Every violin depicts normalized (DESeq2) expression data for specific cell types. Cell types are sorted descending by their medians, are cut after the first 50 and grouped into cell classes highlighted by different colours. Higher values indicate a more frequent occurrence of the miRNA in the respective cell type. (E) Violin plot for hsa-miR-223-3p [31]. (F) Violin plot for hsa-miR-451a [31]. (G) Violin plot for hsa-miR-142-5p [31].

To further improve our understanding of the causal mechanisms, we investigate the expression of the miRNAs across different cell types. Because of the homology of mouse miRNAs to humans and a significantly better data basis for human miRNAs in cell types, we perform this analysis on human cell lines. For four of the significantly upregulated miRNAs (miR-142(a)-5p, miR-144-3p, miR-223-3p and miR-451a) the computed alignments of their mouse and human sequences map in every position (Figure 4C). Accordingly, we are able to use a very comprehensive data set of miRNAs across human cell types [31] as a reference resource. We individually examine the expression of hsa-miR-144-3p, hsa-miR-223-3p, hsa-miR-451a and hsa-miR-142-5p at the cell type level (Figure 4D-G). We observe that these four miRNAs are common in blood (red coloured classes, e.g. red blood cells, plasma, and erythroblast-derived cells), immune (green coloured, e.g. CD15+ cells, neutrophil and B lymphocyte and CD56+ cells) and skin cells (pink coloured classes, e.g. hepatocyte, endothelial progenitor cells, conjunctival epithelial cells, Beta cell like derived cells and Endothelial cell retinal microvascular cells).

The significant abundance in skin cells is expected as this is the main specimen of the samples. The dysregulation of miRNAs mainly expressed in immune cells circulating in blood argues for a systemic effect. The principal occurrence of hsa-miR-144-3p and hsa-miR-451a in blood cells and the expression difference between the four experimental groups already visible at the earliest timepoint (0 minutes) (Figures 3D,3F) allows for the hypothesis that the miRNAs may show a direct response to the NTP treatment. In contrast, no difference for mmu-miR-223-3p and mmu-miR-142a-5p at 0 minutes exists (Figures 3E,3G) and the deregulation occurred delayed. This hints towards a dysregulation within the immune system occuring after an initial effect mediated by afore mentioned cell types within the treated tissue. To check our hypothesis of a systematic response to NTP treatment mainly within blood and especially circulating immune cells in blood, we take a closer look at our miRNA candidates and their occurrence in blood cells. For this purpose, we first take into account the data set presented by Juzenas *et al* [40]. This data set offers a comprehensive, cell-specific miRNA catalogue of selected peripheral blood mononuclear cell (PBMC) types (including CD4+ cells, CD8+ cells, B cells (CD19+ cells) and NK cells (CD56+ cells)). Since the data set again refers to human miRNAs, we consider the same four miRNAs as above with complete sequence homology between human and mouse. We observe that hsa-miR-223-3p, hsa-miR-451 and especially hsa-miR-142-5p are strongly expressed in the cell types shown (NK cells, B cells, CD4+ cells and CD8+ cells) (*Supplemental* Figure S3A). Therefore, we decide to perform a further analysis to investigate the changes in PBMCs under NTP treatment. Here, single-cell RNA sequencing provides the best option to evaluate the changes over time for the different immune cell types.

### Single immune cell sequencing supports downregulation of targeted genes via miRNA overexpression

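The single-cell data come from peripheral blood mononuclear cells, which are mainly lymphocytes and monocytes freed of most red blood cells and granulocytes on a density gradient. The 2 treated C57BL/6 mice, Maus3_2 and Maus6 (Maus is German for mouse), received NTP on the ear for 10 min, and the 2 untreated mice, Maus2_2 and Maus4_2, were only anaesthetized. Blood was taken 120 min after the treatment or, in the untreated mice, after the onset of anaesthesia. In the droplet method of 10x Genomics, polyadenylated RNA is captured close to its 3' end, and each captured molecule carries a unique molecular identifier (UMI), so a count stands for RNA molecules and not for reads. The authors counted UMIs with Cell Ranger 7.1.0 on the mm10 genome and filtered, integrated and clustered the cells with Seurat 4.3.0. The deposited table holds whole-number UMI counts of 15093 genes in 5794 cells, and a second table gives the authors' cell type and cluster of every cell. Whether the correction for ambient RNA is part of these counts is not stated with them. Among the treated mice, Maus3_2 contributes 1524 cells with 7093148 UMIs and Maus6 1705 cells with 6700732 UMIs. The untreated Maus2_2 contributes 993 cells with 4653719 UMIs, and Maus4_2 1572 cells with 5245382 UMIs. The median of UMIs per cell is 4480.5 in Maus3_2 and 3655 in Maus6, against 4465 in Maus2_2 and 3104.5 in Maus4_2, so it varies within both groups.

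The mouse is taken as the replicate here (n = 2 per group), since cells of one mouse share that mouse's state and its library. UMI counts were summed per mouse and cell type, scaled by TMM, and compared between treated and untreated mice with the quasi-likelihood test of edgeR and Benjamini-Hochberg adjustment over all genes tested in a cell type. A positive log2 fold change stands for a higher level in treated mice, and levels are given as CPM, the counts scaled to a common library size. The sums hold 2019838 to 3457389 UMIs per mouse in B cells, 1543988 to 2111071 in CD4+ T cells, 661598 to 1110933 in CD8+ T cells and 279795 to 636132 in plasmablasts. NK cells, with 13 to 22 cells per mouse, fall below the minimum of 20 cells in 3 mice and were not tested. The paper's own test, MAST within Seurat, takes each cell as a replicate. In counts simulated from these libraries, edgeR called 77.8% of the genes changed by a factor of 2 in B cells, 56.2% in CD4+ T cells, 58.7% in CD8+ T cells and 39.1% in plasmablasts. For a factor of 1.5, the called shares were 42.9%, 15.9%, 10.4% and 4.26%, so in each cell type more of the changes of that size were missed than called.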

We thus perform single-cell sequencing of peripheral blood mononuclear cells (PBMCs) using the same experimental setup. Because the largest impact in our time-series experiment is present at the latest time point and potential regulatory mechanisms might take additional time, we perform the analyses for the latest time point in the study. For this experiment, we use a second cohort of mice and compare blood from two treated to two untreated mice. 

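The deposited cells carry 522 to 10932 UMIs from 263 to 2499 genes, and the median cell has 3832.5 UMIs. B cells make up 3130 of them, CD4+ T cells 1517, CD8+ T cells 600, plasmablasts 474 and NK cells 73. RNA content differs between the cell types, with a median of 3364 UMIs per B cell, 3381.5 per plasmablast, 4429 per CD4+ T cell, 5555.5 per CD8+ T cell and 7114 per NK cell. The median number of genes per cell is 1693 in Maus3_2, 1435 in Maus6, 1721 in Maus2_2 and 1290 in Maus4_2. Transcripts encoded in the mitochondrial genome, whose share rises in damaged cells, take a median of 5.46% and 5.61% of UMIs per cell in the treated mice and 5.31% and 5.24% in the untreated mice. The sum of UMIs and the number of genes recomputed from the counts equal the deposited ones in all 5794 cells. The deposited mitochondrial percent reaches 9.95%, whereas the recomputed one reaches 10.2%. The 2 differ by up to 1.85 percentage points, and 5791 cells pass the filter when it is recomputed. Barcodes removed by the authors' filters were not analysed here.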

We sequence 7503 peripheral blood mononuclear cells (PBMCs) and after quality control end up with 5794 high-quality cells. 

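Cd79a, a chain of the B cell receptor complex, has a UMI in 98.9% of B cells and 99.2% of plasmablasts, against 2.70% of CD4+ T cells. Cd3d, a chain of the T cell receptor complex, is found in 91.1% of CD4+ T cells, 95.8% of CD8+ T cells and 98.6% of NK cells. Cd8b1, a chain of the co-receptor of cytotoxic T cells, is found in 93.2% of CD8+ T cells, 74.0% of NK cells and 7.65% of CD4+ T cells, and Cd8a in 59.5% of CD8+ T cells. Cd4 itself has a UMI in 44.0% of CD4+ T cells, at a median of 4429 UMIs per cell. Ighm, the heavy chain of immunoglobulin M, gives a UMI in 98.9% of B cells, but also in 41.0% of CD4+ T cells, 43.5% of CD8+ T cells and 50.7% of NK cells, which do not make immunoglobulin. A UMI of an abundant B cell transcript in another cell type can thus come from free RNA. The 92 immunoglobulin genes measured take 0.0183% and 0.0150% of the UMIs of CD4+ T cells in the treated mice and 0.0152% and 0.0163% in the untreated mice, so in these cells the background is about as high in both groups. In NK cells, with 11 to 27 such UMIs per mouse, the shares are 0.0170% and 0.0272% in the treated and 0.00741% and 0.0126% in the untreated mice.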

The cell-type annotation highlights five different main cell types: B cells, CD4+ T cells, CD8+ T cells, plasmablasts and NK cells (Figures 5A,5B). Due to the fact that the single-cell method we use to sequence the PBMC data does not allow for quantifying mature miRNAs, we identify the target genes of the four miRNAs with the tool MirTarBase [27] to verify the previously seen effects. In a subsequent differential expression analysis between cells from treated and untreated mice, we find a downregulation for 12 of the 15 target genes linked to the deregulated miRNAs mmu-miR-223-3p and mmu-miR-451a (Figures 5C,5D). 

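The 15 target genes of Figs. 5C and 5D form 16 pairs of a gene and a cell type, because Mbnl1 is listed for both CD4+ and CD8+ T cells. In the summed counts, 11 pairs are lower and 5 higher in treated mice, with log2 fold changes from -0.37 to 0.31 and a median of -0.14. Tnik, a kinase of the Wnt pathway, lies lowest with -0.37 in CD4+ T cells, followed by Mbnl1 in CD8+ T cells, by Rasa1, which switches off RAS, in B cells and by Phf20l1, which binds methylated lysine, in CD4+ T cells. Rgs2, a regulator of G protein signalling, lies highest. In 11 pairs both treated mice are below both untreated mice and in 3 pairs above them, a separation that chance gives for 33.33% of genes. As the paper selects these genes by their significance in the same cells, their direction is not independent evidence.

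Across mice, 0 of the 16 pairs pass an adjusted p of 0.05 in edgeR, with adjusted p-values from 0.508 to 0.997. At an unadjusted p under 0.05 there are 5 pairs, all lower in treated mice. DESeq2 and limma-voom on the same sums also call 0, while the tests that take cells as replicates call 16 (hurdle) and 3 (Wilcoxon). Standard errors of the log2 fold changes lie between 0.0834 and 0.182. The target genes are long, with a median of 76071 bases from start to end, which exceeds 83.0% of all tested genes, and longer genes have lower counts in the treated mice (rank correlation of length and log2 fold change across genes -0.294 in B cells, where genes are not independent replicates).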

Most of the target genes show a deregulation in B cells (7 down and 3 upregulated), followed by CD4+ T cells (5 downregulated) and CD8+ T cells (1 downregulated). 

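In B cells, all 10 target genes are separated between the groups, 7 lower and 3 higher in the treated mice. Rasa1, a GTPase-activating protein that switches off RAS, has 68.1 ± 2.49 CPM in treated and 85.0 ± 4.20 CPM in untreated mice (mean ± SD, n = 2), a log2 fold change of -0.32 (standard error 0.128). Macf1, which links microtubules and actin, has 565 ± 34.6 and 668 ± 29.4 CPM (-0.24, standard error 0.0975), and Celf1, a regulator of splicing and mRNA decay, 104 ± 10.8 and 125 ± 10.2 CPM (-0.26, and -0.37 to -0.16 with a mouse left out). Smaller differences are found for Setd5 (-0.17, -0.23 to -0.10 with a mouse left out), for the calcium-dependent kinase Camk1d (-0.14), for Prkcb (-0.13), a protein kinase C of B cell receptor signalling, and for Scd1 (-0.12, -0.22 to -0.02), a fatty acid desaturase. Rgs2 is higher in treated mice with 40.8 ± 2.86 against 32.5 ± 7.30 CPM (log2 fold change 0.31, 0.11 to 0.57 with a mouse left out), as are Trappc6b (0.23, 0.14 to 0.31), a part of a vesicle tethering complex, and Ap2b1 (0.11), an adaptor of clathrin-coated vesicles. From edgeR, Rasa1 has an unadjusted p of 0.0240 and Macf1 of 0.0258, and the adjusted p-values of the 10 genes are 0.934 to 0.936. The sums were not adjusted for the clusters within a cell type, whose shares differ between the mice.

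In CD4+ T cells, Phf20l1 has 266 ± 10.8 CPM in treated and 331 ± 7.79 CPM in untreated mice (n = 2), a log2 fold change of -0.32. Tnik has 252 ± 22.5 and 325 ± 5.34 CPM. Their unadjusted p-values are 0.00742 and 0.00450 from edgeR, and both lie at 0.903 after adjustment. Mif, a cytokine that acts on macrophages, has 188 and 223 CPM in the treated and 176 and 232 CPM in the untreated mice (log2 fold change 0.01). For Sptssa, a subunit of the enzyme that starts sphingolipid synthesis, the values are 64.2 and 58.0 against 59.6 and 62.8 CPM (0.00). For both genes the groups overlap, and the sign turns when Maus2_2 or 1 of the treated mice is left out. The plot of target gene levels per mouse shows all 16 pairs.

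**Figure D1:**
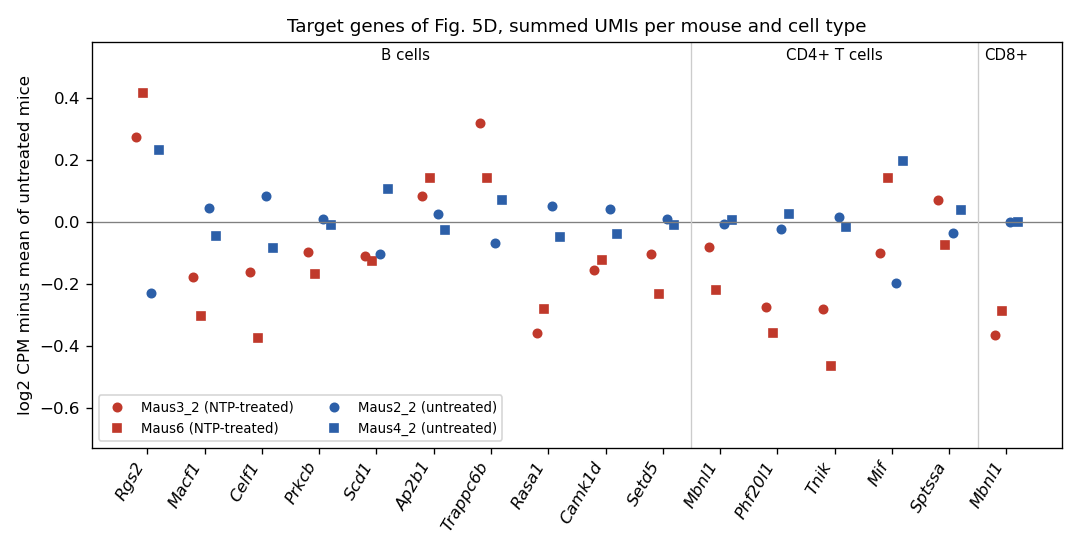
Level of each target gene per mouse in the cell type where the paper reports it, as log2 CPM minus the mean of the untreated mice (y axis), for the pairs of gene and cell type of Fig. 5D (x axis). Red symbols are treated mice (circles Maus3_2, squares Maus6) and blue symbols untreated mice (circles Maus2_2, squares Maus4_2). In 11 of 16 pairs both red symbols lie below both blue ones, and in 3 above them.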

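Mbnl1 encodes a protein that binds RNA and controls alternative splicing. It is well expressed in T cells, with a UMI in 94.0% of CD4+ T cells of treated and 93.0% of untreated mice, and in 95.2% and 97.6% of CD8+ T cells. The CD8+ T cells of the treated mice have 927 and 977 CPM and the untreated mice 1194 and 1193 CPM, a log2 fold change of -0.32 (standard error 0.110). For CD4+ T cells the values are 975 and 886 CPM against 1027 and 1036 CPM, a log2 fold change of -0.15 (standard error 0.0834, and -0.22 to -0.08 with a mouse left out). Both treated mice lie below both untreated mice in each cell type. With edgeR the unadjusted p is 0.00531 in CD8+ and 0.105 in CD4+ T cells, and the adjusted p is 0.508 and 0.903. The gene (ENSMUSG00000027763) lies on the plus strand of chromosome 3 of GRCm38 (mm10) from 60472830 to 60629750 and spans 156921 bases. Its 3' UTR of 3392 bases holds 1 site for the seed of miR-223-3p, the 8mer AACTGACA at 60626921 to 60626928, with the flanking sequence TGAGGGAGGGAACTGACAGATGAATGTG.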

Mbnl1 that is targeted by miR-223-3p shows a downregulation both in CD4+ and CD8+ T cells and has been previously found to be involved in the differentiation of fibroblasts during wound healing [41]. This supports the assumption that a treatment with NTP influences both the level of the miRNA and their respective target genes.

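Seen over whole gene lists, the 12 targets of miR-223-3p in Fig. 5C are lower in treated mice for 9 of 12 genes measured in B cells, 9 of 11 in CD4+ T cells, 7 of 11 in CD8+ T cells and 6 of 12 in plasmablasts. Their median log2 fold change is -0.11, -0.19, -0.12 and 0.02. In plasmablasts the mean is -0.03 and the test also points down, against the sign of the median. Set against all other genes by camera, the list is lower in CD4+ T cells (adjusted p = 0.0395), a call that is lost with an estimated correlation between genes (adjusted p = 0.793). Without Maus6 its adjusted p is 0.228, without Maus2_2 0.287 and without Maus4_2 0.177. In the other cell types camera gives adjusted p-values of 0.401 (B cells), 0.237 (CD8+ T cells) and 0.825 (plasmablasts). Adjusted over the list alone, Tnik and Phf20l1 are lower in CD4+ T cells and Mbnl1 and Macf1 in CD8+ T cells, which is not independent evidence because the study chose the list on these samples. The 3 targets of miR-451a (Setd5, Mif and Sptssa) are too few for a list test and have medians of 0.03 in B cells, 0.00 in CD4+ T cells, -0.10 in CD8+ T cells and -0.49 in plasmablasts.

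Across all genes, those with a seed site for miR-223-3p in their 3' UTR have a median log2 fold change of -0.04 in B cells (873 genes), -0.03 in CD4+ T cells (797), -0.06 in CD8+ T cells (658) and -0.04 in plasmablasts (542). Of these genes, 59.1%, 55.2%, 57.6% and 57.2% are lower in treated mice, compared to 48.6%, 48.6%, 48.6% and 49.0% of genes without a site. With 3' UTR length as a covariate, the difference in log2 fold change between genes with and without a site goes from -0.0430 to -0.00925 in B cells, from -0.0311 to 0.00105 in CD4+ T cells, from -0.0683 to -0.0174 in CD8+ T cells and from -0.0513 to 0.00101 in plasmablasts. The adjusted p-values from camera are 0.154, 0.230, 0.0768 and 0.163, and for miR-451a sites 0.155, 0.283, 0.127 and 0.248. Mir142hg, the host transcript of miR-142, has log2 fold changes of 0.10 in B cells (0.05 to 0.14 with a mouse left out), 0.23 in CD8+ T cells, 0.04 in plasmablasts, where the sign turns without Maus6, and -0.03 in CD4+ T cells, where it turns without Maus3_2 or Maus4_2. Mature miRNAs are not measured by the method. From the lower target genes beside the raised miRNA, the paper proposes that the treatment influences both the miRNA level and its target genes.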

**Figure 5.**
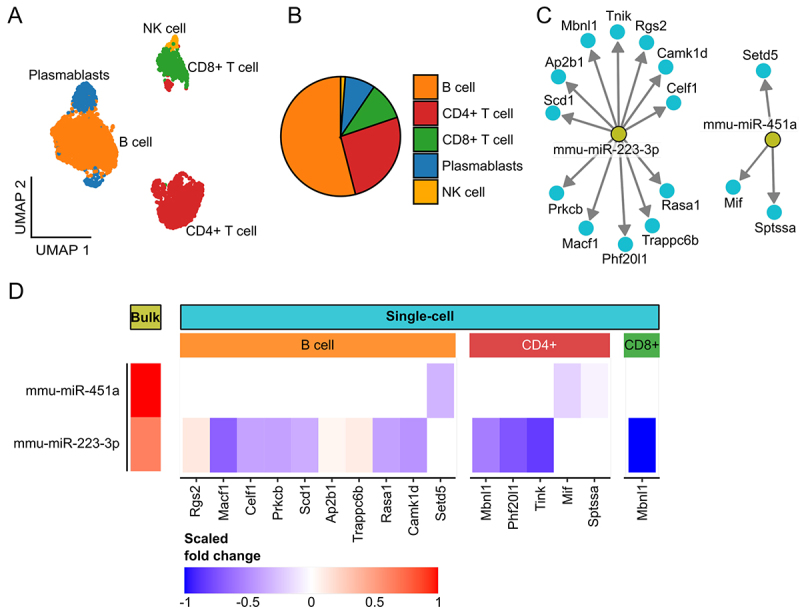
Single-cell quality assessment and associated gene miRNA expression changes. (A) UMAP of single-cell PBMC data coloured by cell type. (B) Cell type proportions in the data set (total: 5794 cells). (C) a graph network to display some of the target genes for miRNAs mmu-miR-223-3p and mmu-miR-451a provided by mirTarbase [27]. The target genes are selected by intersecting all target genes with the significant genes (p-value <0.05) from the single-cell data set. (D) Heatmap plot shows scaled FCs (scaled by the maximal absolute FC in the bulk and single-cell data, respectively) for the miRNAs (bulk data set) and some of their target genes (single-cell data set) from Figure 5c. Red yields an up- and blue a downregulation.

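B cells are the largest group with 54.0% of all cells, followed by CD4+ T cells (26.2%), CD8+ T cells (10.4%), plasmablasts (8.18%) and NK cells (1.26%). B cells take 54.7% and 56.2% of the cells of the treated mice and 50.2% and 53.5% of those of the untreated mice. The cells annotated as plasmablasts, a name for antibody-secreting descendants of B cells although the secretory gene Jchain has 0 UMIs in them, take 10.6% and 8.33% in treated against 7.15% and 6.30% in untreated mice, a mean difference of 2.76 percentage points. CD4+ T cells take 25.9% and 23.0% against 30.3% and 27.3%, a mean difference of -4.35 points. For CD8+ T cells the shares are 7.35% and 11.7% against 10.5% and 11.7%, and for NK cells 1.44% and 0.762% against 1.91% and 1.21%. B cells, CD4+ T cells and plasmablasts are separated between the groups, but an exact permutation test of 2 against 2 mice cannot go below p = 0.33, the value found for these 3 cell types. The exact p is 1 for CD8+ T cells and 0.667 for NK cells. The mean difference of B cells turns from 3.60 to -3.09 points when the share is taken among B cells and plasmablasts. That of CD4+ T cells becomes -0.0896 points among T cells. Among all cells with a mouse left out, the difference is 1.92 to 5.27 points for B cells and 1.60 to 3.91 for plasmablasts. It is -5.86 to -2.84 for CD4+ T cells, -3.74 to 0.641 for CD8+ T cells and -0.810 to -0.106 for NK cells. Shares of 1 sample depend on each other, and counting error alone leaves, for example, 52.2% to 57.1% for B cells of Maus3_2 (Wilson 95% interval). The plot of cell type shares gives the intervals of all 4 mice.

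**Figure D2:**
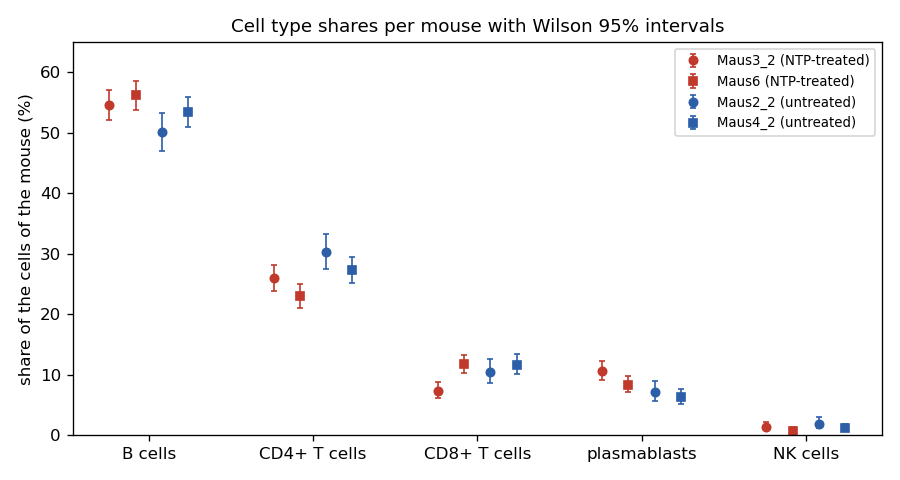
Share of each cell type among the cells of a mouse in percent (y axis) for the cell types (x axis). Red symbols are treated mice (circles Maus3_2, squares Maus6), blue symbols untreated mice (circles Maus2_2, squares Maus4_2), and bars are Wilson 95% intervals, which cover counting error only. The treated mice lie above the untreated mice in B cells and plasmablasts and below them in CD4+ T cells.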

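Of the 12 target genes of miR-223-3p, 7 hold a match to its seed in the 3' UTR annotated for mm10, and of the 3 targets of miR-451a, 2 do. A 3' UTR is the part of an mRNA after the coding sequence, where miRNAs mostly bind. Phf20l1 (chromosome 15, 66577560 to 66647976, plus strand) has 3 sites for miR-223-3p in a 3' UTR of 6039 bases, 8mers at 66642484 to 66642491 and 66643669 to 66643676 and a 7mer at 66644898 to 66644904. Rasa1 (chromosome 13, 85214780 to 85289130, minus strand) has an 8mer at 85215720 to 85215727, within CTATGAAATCAACTGACAAGGAAACGCA. Rgs2 (chromosome 1, 143999338 to 144004161, minus strand) has the 7mer AACTGAC at 144001590 to 144001596, Celf1 (chromosome 2, 90940382 to 91019497, plus strand) at 91017530 to 91017536, Camk1d (chromosome 2, 5293457 to 5714515, minus strand) at 5297736 to 5297742 and Trappc6b (chromosome 12, 59043092 to 59061472, minus strand) at 59043496 to 59043502. For miR-451a, Setd5 (chromosome 6, 113077365 to 113153435, plus strand) has the 7mer AACGGTT at 113151740 to 113151746 and Sptssa (chromosome 12, 54645392 to 54656573, minus strand) a 7mer at 54645462 to 54645468. No seed match is found in the 3' UTR of Macf1 (chromosome 4), Prkcb (chromosome 7), Scd1 (chromosome 19), Ap2b1 (chromosome 11), Tnik (chromosome 3) or Mif (chromosome 10), the last with a 3' UTR of only 127 bases. Among the pairs of gene and cell type, the 10 with an own seed site have a median log2 fold change of -0.16 with 7 lower, and the 6 without a site -0.13 with 4 lower. This difference was not tested, and sites of other types or outside the 3' UTR were not searched.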

## Discussion & Conclusion

In this study, we systematically explored the effect of NTP treatment on mouse tissue samples. While the exact mode of NTP action has not been fully identified, previous studies showed that epithelial cells display an increased proliferation after NTP exposure and reported an inhibited scar formation in *in-vitro* experiments [12,15,16]. To examine the underlying molecular processes contributing to improved wound healing following NTP treatment, we analysed non-coding RNA from irradiated auricular skin and performed single-cell sequencing of blood.

Unsupervised hierarchical clustering and PCA as a first attempt to group the samples according to their known properties, e.g. treated/untreated, left/right ear or the timepoint, did not yield the anticipated result. Yet, a subsequent PVCA indicated a local influence by yielding promising comparisons between sample subsets, e.g. treated versus untreated left ears. From these comparisons, we obtained five significantly upregulated miRNAs (mmu-miR-144-5p, mmu-miR-144-3p, mmu-miR-142a-5p, mmu-miR-223-3p and mmu-miR-451a).

To reveal a potential systemic influence of the treatment, we investigated this set of miRNAs in a two-fold manner. First, we presented a relation between the upregulated miRNAs and pathways directly linked to wound healing and associated processes like tissue regeneration and cell cycle control. Additionally, mmu-miR-144-3p exhibited a connection to the MAPK signalling pathway which was reported to be induced by NTP treatment in human monocytes [18].

These findings fit to the second part of the investigation where we showed a correlation of miR-223-3p to the NTP treatment. This effect seemed not to be limited to the treated site but systemic. Several recent studies connected the deregulation of miR-223-3p to healing processes. Cheng *et al*. reported that mmu-miR-223-3p increases the muscle regeneration in the early stage after an injury in mice [42]. They attributed the increase on the regulation of inflammation via the suppression of the target gene interleukin-6 (Il6). Effects concerning the inflammation regulation were also shown to suppress necroptosis in ischaemic hearts [43]. A study investigating the healing of human gingiva reported hsa-miR-223-3p as most upregulated miRNA [44]. In addition, Wu *et al*. presented an increase in hsa-miR-223-3p over the timespan of 21 days in patients with two kinds of fractures and accounted the effect to the regulation of cell viability and cell apoptosis [45].

Additionally, we were able to roughly sketch out the timing of the mmu-miR-223-3p upregulation induced by NTP, which reached the highest level after 30 minutes after treatment. Altogether, this suggests a connection to the inflammatory phase of wound healing occurring in the first few hours after an injury.

To support our findings, we prepared a second data set with single-cell PBMC data to collect more information based on immune cells in the blood. 

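Other genes that are widely described as targets of miR-223 can be set beside those of Fig. 5C. In B cells, the transcription factor Nfia has a log2 fold change of -0.55 and Rhob, a small GTPase, one of 0.47, and over the list 9 genes are higher and 9 lower in treated mice. Stat3, which passes on cytokine signals, lies at -0.28 in CD4+ T cells (-0.41 to -0.16 with a mouse left out) and Rhob at 0.92 (0.39 to 1.75), with 7 genes higher and 10 lower. Foxo1, which keeps naive T cells quiescent, lies at -0.35 in CD8+ T cells (-0.46 to -0.23 with a mouse left out), with 5 higher and 11 lower. In plasmablasts, the transcription factor Mef2c lies at -0.32 (-0.49 to -0.13), whereas Igf1r, the receptor of an insulin-like growth factor, lies at 2.98, and 6 genes are higher and 8 lower. The medians of the list are -0.00, -0.09, -0.11 and -0.11, and in plasmablasts the mean of 0.14 has the other sign. None of these lists is called by camera (adjusted p 0.832, 0.545, 0.394 and 0.880), and adjusted over the list alone Igf1r in plasmablasts is the only gene past the threshold (adjusted p = 0.428 over all genes in edgeR). Known targets of miR-451a include Bcl2, which protects cells from apoptosis and has log2 fold changes of -0.32 in B cells (-0.45 to -0.18 with a mouse left out) and -0.47 in CD8+ T cells, where it passes when adjusted over the list alone. The 9 measured targets of miR-451a are higher for 3 and lower for 6 in B cells, 4 and 5 in CD4+ T cells, and 4 and 5 in CD8+ T cells, and the 8 in plasmablasts for 5 and 3. Their medians are -0.03, -0.05, -0.02 and 0.11 (camera adjusted p 0.489, 0.767, 0.761 and 0.825). For CD4+ T cells the mean of 0.03 and the test point up, against the median.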

Especially for some target genes of mmu-miR-223-3p (provided by miTarBase [27]) we observed a downregulation in the differential expression analysis. This opposite behaviour compared to the upregulation of the miRNA supports the assumption of an effect of NTP treatment on a RNA-level. We detected a downregulation of the gene Mbnl1 that is targeted by miR-223-3p in the blood. 

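Beyond T cells, Mbnl1 is also measured in the other blood cells. In B cells its log2 fold change is -0.10 (standard error 0.093), and in plasmablasts -0.20 (standard error 0.145), with 832 and 877 CPM in treated against 969 and 997 CPM in untreated mice. The adjusted p-values from edgeR are 0.934 and 0.817. Mbnl1 is thus lower in treated mice in all 4 cell types tested, and it passes the adjusted threshold in 0 of them. On the same sums, DESeq2 and limma-voom call Mbnl1 in neither T cell type. Between B cells and CD4+ T cells, the treatment effect on Mbnl1 differs by 0.05 on the log2 scale (B cells minus CD4+ T cells, standard error 0.0903, unadjusted p = 0.566 in the interaction model), and other pairs of cell types were not compared.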

Although previous publications linked an increased expression of Mbnl1 in skin [41] and heart tissue [46] to an improved wound healing, this does not directly contradict a possible improvement of the wound healing due the downregulation of Mbnl1 in the blood after NTP treatment. Two factors that greatly influence the observed changes in gene expression are the used cells, as changes in the gene expression in blood often differ from the gene expression in other tissues, and the fact that previous publications were focused mainly on the effect in damaged tissue. Instead, we focused on the effect of NTP in healthy, non-injured mice.

Summarizing the bulk and the single-cell study, on the one hand, we found a set of upregulated miRNAs in a bulk experiment and a targeted gene in the subsequent single-cell analysis with reported effects in conjunction to wound healing processes. On the other hand, our analysis resulted in the connection to a signalling pathway, which was already reported in the context of NTP treatment. We conclude that NTP treatment induced some changes on miRNA-level, which might partially contribute to the supporting effects of NTP in wound healing, but further experiments are needed to confirm these conclusions and to decipher the exact mode of action.

## Limitations and further work

In the bulk study, we were not able to observe a local difference between left and right ears nor a significant deregulation over time. This could be attributed to the low sample density, with only four to seven samples per timepoint and sample type. Additionally, many effects of wound healing occur immediately after the injury, yet further stages occur in the span of several days[17]. For example, mmu-miR-223-3p was only significantly upregulated for the last timepoint (120 minutes). This suggests that a further study would benefit from more samples per timepoint and a longer study period. However, we chose our experimental parameters optimizing the balance between sufficient samples per time point and minimizing the number of animals sacrificed for the study. The latest time point of 120 minutes was chosen to prevent possible narcosis damage of the mice caused by an extended sedation.

For the validation of the bulk results, we only focused on single-cell sequencing of blood. Due to the constraints of available blood volume from the experimental subjects, we omitted complementary measurements of microvesicles. Nonetheless, our previous studies supported the hypothesis that microversicles are likely primary mediators of miRNA transport and signal transmission [47,48,50]. Furthermore, for a definitive exploration of the mechanisms contributed to a miRNA, e.g., mmu-miR-223-3p, an experimental setup could be considered where the development of the miRNA in question is artificially inhibited or prevented . Yet, such a tissue-specific knock-out remained out of the scope for this preliminary investigation. An additional experimental verification of the observed dysregulated genes, e.g. a qPCR analysis, would present a beneficial investigation but was left out considering the quality of our samples leveraging 10X Chromium technology. Although we showed that the miRNAs of interest are present in PBMCs, our single-cell data only represents gene changes, as standardised high-throughput methods for the quantification of mature miRNAs are not yet established but are part of ongoing research [49,50]

## Methods

### Bulk study

#### Study setup

We carefully selected a suitable model system that would allow for controlled experiments in a well-defined environment. The mouse ear emerged as an ideal choice due to its physiological characteristics, including the absence of hair, accessibility, and the presence of a well-established vasculature. By focusing on uninjured auricular skin as our model system, we aimed to study the direct effects of NTP without inducing unnecessary stress on the mice. This particular choice of model system offered several advantages. First, it enabled us to analyse the molecular processes occurring in healthy skin that were stimulated by exposure to NTP. Second, the lack of injury eliminated confounding factors associated with wound healing processes, allowing us to isolate the specific effects of NTP on healthy skin. Additionally, the ease of sampling from the auricular skin simplified the experimental procedures. To capture the dynamic changes induced by NTP exposure, we obtained samples from the treated mice immediately after the end of NTP treatment (0 minutes), as well as at 10, 30, 60, and 120 minutes post-treatment. Besides the samples from the treated mice (irradiated and un-irradiated ears) we considered a equally sized control group.

## Samples

All animal experiments were approved by the local authorities (Landesamt für Verbraucherschutz, Saarbrücken, Germany; permission number: 21/2018) and conducted in accordance with the European legislation on the protection of animals (Directive 2010/63/EU) and the National Institutes of Health (NIH) guidelines on the care and use of laboratory animals (NIH publication #85–23 Rev. 1985). The C57BL/6 wild-type mice used in this study were housed in groups on wood chips as bedding under a 12 h day/night cycle in the animal facility of the Institute for Clinical and Experimental Surgery (Saarland University, Homburg/Saar, Germany) with free access to water and standard pellet food (Altromin, Lage, Germany). To exclude age and gender as potentially confounding factors, we selected 3-month-old female mice (3.2 ± 0.3 months) for our study, which were assigned to either treatment or control group. All mice were anaesthetized by an intraperitoneal injection of ketamine (75 mg/kg body weight; Ursotamin®; Serumwerke Bernburg, Bernburg, Germany) and xylazine (15 mg/kg body weight; Rompun®; Bayer AG, Leverkusen, Germany). The left ear of the mice in the treatment group was irradiated with NTP for 10 minutes using an atmospheric pressure argon plasma jet kINPen Med [51] (Neoplas, Greifswald, Germany) with argon (Air Liquide, Düsseldorf, Germany) using a flow rate of 5 standard litres per minute (sL/m). The distance between the tip of the plasma effluent and the mucosa was between 5 and 10 mm. The plasma jet was applied in meander-like motion to prevent heating of the treated tissue. The mice of the control group were equally anaesthetized but remained unexposed to NTP. Right and left ears of treatment and control mice were collected after 0, 10, 30, 60, and 120 minutes, immersed in RNAlater for 12 hours at 4°C and subsequently frozen at -80°C. RNA was isolated using miRNeasy Mini kit (Qiagen, Hilden, Germany) after manufacturer’s recommendations. RNA quantity and quality was determined using Nanodrop (ThermoFisher Scientific, Waltham, MA, USA) and Bioanalyzer RNA Nano Chip Kit (Agilent Technologies, Santa Clara, CA, USA). Mean RNA Integrity Number (RIN) of the samples was 8.2 ± 0.9.

## Library preparation and sequencing

As our initial experimental readout, we chose small RNA deep sequencing which allows for high-resolution annotation of miRNAs. Small RNA sequencing libraries were prepared using MGIEasy Small RNA Library Prep Kit on the high-throughput MGI SP-960 sample prep system (MGI Tech, Shenzhen, China). According to the manufacturer’s protocols, the 3’- and 5’-adapters were ligated to the RNA. Afterwards, an RT primer including sample-specific barcodes was utilized to perform reverse transcription (RT). Amplification of the cDNA was achieved using a polymerase chain reaction (PCR) with 21 cycles. PCR products were subsequently size selected via AMPure Beads XP (Beckman Coulter, Brea, CA, USA). Size and concentration of the purified PCR products were determined using an Agilent DNA 1000 Kit (Agilent Technologies, Santa Clara, CA, USA) and Qubit™ 1X dsDNA High Sensitivity (HS) (ThermoFisher Scientific, Waltham, MA, USA), respectively. Fifteen samples and one performance control sample were pooled in an equimolar fashion in one sequencing library, which was circularized using the MGI Easy circularization kit. In total, we prepared 8 libraries composed of a total of 120 samples which were sequenced on DNBSEQ-G400RS High-throughput Sequencing Set (Small RNA FCL SE50) by BGI in Wuhan, China.

## Data analysis

The pipeline ‘miRMaster 2.0’ in standard settings [52] was used to process the sequencing data. Furthermore, only miRNAs were considered for further analysis and called expressed that exhibited more or equal than 5 raw reads in 100% of the samples of at least one sample type. We normalized the expression data to make the samples comparable. Therefore, we used the rpm-normalization integrated in the above-mentioned pipeline. This normalization considers the number of reads mapped to a miRNA and the total number of reads mapped to all miRNAs in units of million reads. In this work, we call this normalization rpmmm-normalization. For the further analysis, we used the filtered and normalized expression data, which consisted of 495 miRNAs. A total of 6 samples distributed over all sample types showed a vastly different behaviour in a preliminary analysis. We identified these samples as outliers and removed both samples of the corresponding mice for further analysis. In total, we obtained 110 samples after outlier removal.

Data analysis was performed using R in version 4.2.2 with the following packages: data.table in version 1.14.6, tidyverse in version 1.3.2, effsize in version 0.8.1, pROC in version 1.18, cowplot in version 1.1.1, reshape2 in version 1.4.4, ComplexHeatmap [53] in version 2.14.0, viridisLite in version 0.4.1, lme4 in version 1.1, readxl in version 1.4.1 RhpcBLASctl in version 0.21.

We always applied an unpaired two-tailed t-test. For the adjustment of p-values we used the Benjamini–Hochberg procedure. We used effect sizes to identify and specify quantifiable statements of an underlying effect between to subsets of a data set. To measure the effect size, which is done for every feature individually, we considered several measures such as fold change (FC), Cohen’s d and the area under the receiver operator characteristics curve (AUC). The FC is derived by building a ratio between two expression values. If the ratio is 1, this means that the two values are equal. If the ratio is <1 (>1), we know that the part we divided by, exhibits the higher (lower) value. We say that the change between the two values is down (up) directed. We called a miRNA deregulated if it passed in one direction a specified fold change threshold and significant deregulated if its adjusted p-value is lower than 0.05. We defined a miRNA as upregulated if FC ≥ 1.5 and downregulated if FC ≤ 1/1.5. Whereas the fold change just represents the ratio between two values, Cohen’s d uses a sophisticated ratio including the mean and the estimated variances of the two subsets calculated with the effsize package. We interpreted a feature as impactful if its Cohen’s d value ≥0.5. The third effect size we used was the AUC value. We took the expression values of the samples included in the comparison as a prediction and a binary value corresponding to the respective subset the sample belonged to as response. This allowed us to build an ROC curve. In this way, upregulated miRNAs achieved an AUC value close to 1 and downregulated ones close to 0. To determine the AUC value, we used the pROC package. All correlations were calculated using the Spearman rank correlation. For correlation analysis, only miRNAs exceeding the interval between −0.3 and 0.3 were marked as negatively or positively correlated. Principal Variance Component Analysis (PVCA) is a combination of principal component analysis (PCA) and variance component analysis (VCA). As a result, we obtained the proportion of variance for the available properties. The residual bar represented the remaining variance which is not covered by any of the given properties. The listed properties and their combinations presented their impact on the total variance in the data set. For clustering, we used hierarchal clustering with Euclidean distance and complete linkage. For the clustering of the expression data, we first standardized, which means the data were transformed to a mean of 0 with standard deviation of 1. To create the heatmaps, we used the ComplexHeatmap package. The data for the heatmap depicting pathways, originated from the tool miRPathDB [30], which outputs all significant KEGG pathways for the entered miRNAs. The values in the heatmap indicated the p-value in -log10-transform originating from the Hypergeometric test for the corresponding enrichment result.

## Single-cell transcriptome analysis

### Samples, library preparation and sequencing

The experimental setup for data collection was the same as for the bulk samples. As for the bulk samples, C57BL/6 mice from the Institute of Clinical and Experimental Surgery (Saarland University, Homburg/Saar, Germany) were used. All mice were anaesthetized as described above and, in the case of the treated mice, irradiated with NTP for 10 minutes. The plasma and the treatment itself were handled in the same way as for the bulk samples. Following a period of 120 minutes after irradiation for the treated mice and after the onset of anaesthesia for the untreated mice, blood (usually between 500 and 800 µL) was collected from the vena cava.

PBMC were isolated from heparin blood of four mice using standard Ficoll gradient. Cells were counted in a haemocytometer using Trypan blue for live/dead staining. Viability was >95% for all samples. Single-cell transcriptome analysis was performed using Chromium Next GEM Single Cell 3’ Kit v3.1 (10×Genomics) with 5,000 cells input after the manufacturer’s protocol. Generated single-cell libraries were sequenced by Novogene on an Illumina NovaSeq using PE150 sequencing.

## Data analysis

Reads were aligned against the mm10 genome (refdata-gex-mm10–2020-A) using the 10× Genomics CellRanger software (v.7.1.0) using a cut-off value of 200 UMIs.

For quality-control, SoupX [54] (v.1.6.1) was used to remove ambient cell-free mRNA contamination, cells with more than 10% mitochondrial reads, <200 features or > 2,500 features were removed using Seurat [55] (v.4.3.0). 

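Transcripts of blood cells that are not among the annotated types are still found in the counts. In B cells of the treated mice, red blood cell genes give 388 and 62 hemoglobin UMIs, against 5 and 24 in the untreated mice, with log2 fold changes of 4.26 for Hbb-bs (2.16 to 10.2 with a mouse left out) and 1.90 for Hbb-bt (1.02 to 7.11), the beta chains. In plasmablasts the order is the other way with 68 and 16 against 1038 and 4, and Hbb-bs is the only gene that passes edgeR there (log2 fold change -4.63, standard error 0.763, adjusted p = 0.00526). A single cell of Maus2_2 holds 610 of that mouse's 642 Hbb-bs UMIs, and without the top cell of each mouse the log2 fold change is -0.56 (adjusted p = 0.887). Without Maus2_2 as a whole, it is 2.72. Platelet genes give 255 and 133 UMIs in B cells of treated and 68 and 71 in those of untreated mice. As the sums differ in size, the shares of UMIs lie closer for Maus6. They are 0.00738% (Maus3_2) and 0.00408% (Maus6) against 0.00337% (Maus2_2) and 0.00294% (Maus4_2). Nrgn, which is abundant in platelets, has a log2 fold change of 1.76 in B cells (0.89 to 3.66 with a mouse left out). Neutrophil genes give 28 and 169 against 16 and 30 UMIs in B cells. As shares of UMIs these are 0.00081% and 0.00518% against 0.00079% and 0.00124%, so only Maus6 stands apart. Lyz2, the lysozyme of monocytes and neutrophils, has 10.7 and 17.1 CPM against 3.9 and 69.6 CPM in B cells, where Maus4_2 alone sets the log2 fold change of -1.47, and 3.48% of B cells have a UMI.

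As lists, red blood cell genes in B cells are higher for 4 of 5 members (median 0.36, camera adjusted p = 0.285, and 2 past the threshold when adjusted over the list alone). Platelet genes in B cells are higher for 3 of 5 (0.25, 0.401, with 1 past when adjusted over the list alone). Monocyte genes in B cells are higher for 4 and lower for 8 of 12, with a median of -0.04 and a mean of -0.10 while camera points up (0.489). All 5 monocyte genes tested are higher in CD4+ T cells (median 0.33, adjusted p = 0.0898) and in CD8+ T cells (median 0.06, 0.394). Ly6c2 lies at 0.50 in CD4+ T cells (0.32 to 0.72 with a mouse left out). It is also found in most cells annotated as NK cells, which carry Trac, so in T cells it need not mark monocyte RNA. The remaining lists have too few members for camera. Red blood cell genes have 2 members tested in CD4+ T cells, 1 in CD8+ T cells and 2 in plasmablasts, both lower there, and platelet genes 1 in CD4+ T cells. Dendritic cell genes are higher for 3 of 4 in B cells, 3 of 3 in CD4+ T cells, 1 of 3 in CD8+ T cells and 3 of 3 in plasmablasts, and 3 of 4 monocyte genes are higher in plasmablasts. The neutrophil list has 1 member tested in B cells, which is lower, and 1 in plasmablasts, Wfdc21, with a log2 fold change of 0.82, and 0 in the T cells.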

As a third quality-control step, doublets were removed using DoubletFinder [56] (v.2.0.3) using automatically determined (using the recommended settings) parameters nExp and pK.

The samples were aligned using Seurat integration with default settings and dimensionality-reduction was performed using PCA and UMAP on the first 20 dimensions. The data was clustered using the FindNeighbors and FindClusters Functions of Seurat at 0.8 resolution.

For the cell type annotation, a differential expression analysis using Seurats FindAllMarkers function (Wilcox) between each cluster and all other clusters was performed to identify marker-genes and the cells were annotated using known marker-genes. 

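The annotation merges 12 clusters into the 5 cell types. Of the 474 plasmablasts, 340 belong to cluster 6 and 109 to cluster 9, and of the 73 NK cells, 72 belong to cluster 11. The CD8+ T cells lie in cluster 4 for 593 of 600 cells. The secretion genes Jchain, Xbp1 and Mzb1 hardly set the cells annotated as plasmablasts apart from B cells. Jchain, which joins secreted immunoglobulins, has a UMI in 0 of 474 cells and 1 UMI in all B cells. At this depth, 0 of 474 limits the share of cells that give a UMI to 0.633%, but not the share that express the gene. Xbp1, the driver of the secretory programme, is found in 7.59% (B cells 6.90%) and Mzb1 in 41.8% (B cells 42.5%). Ms4a1, the B cell surface protein CD20, is found in 89.5% of plasmablasts and in 75.2% of B cells, and Ighd in 53.4% and 84.7%. Immunoglobulin genes, however, take more of the UMIs of plasmablasts, 2.12% and 1.86% in treated and 1.77% and 1.80% in untreated mice. In B cells they take 1.27% and 1.31% in treated and 1.13% and 1.29% in untreated mice. Cluster 6 takes 8.20% and 6.16% of the cells of the treated mice and 4.73% and 4.07% of the untreated mice, while cluster 9 takes 1.84% and 1.70% against 2.22% and 1.91%. Clusters within B cells and CD4+ T cells differ as well. Cluster 1, of B cells, takes 17.8% and 21.7% in treated against 11.4% and 15.6% in untreated mice, cluster 5, of CD4+ T cells, 7.28% and 5.69% against 11.9% and 7.51%, and cluster 8, mainly of CD4+ T cells, 2.43% and 1.17% against 4.43% and 2.74%. The tests within a cell type were not adjusted for these shares. The cells annotated as NK cells carry the cytotoxic granule gene Nkg7 in 97.3% and Klrd1 in 76.7%, together with the T cell receptor constant chain Trac in 91.8% and Ly6c2 in 91.8%. Ncr1, which is specific to NK cells and related lymphocytes, has 1 UMI in all 73 cells.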

Clusters with the same cell type were merged.

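In CD8+ T cells, Ccl5, a chemokine of cytotoxic lymphocytes, rises in treated mice with 151 and 101 CPM against 9.08 and 50.3 CPM, a log2 fold change of 1.93 (standard error 0.297, adjusted p = 0.000689 from edgeR, and 1.30 to 3.74 with a mouse left out). Single cells carry much of it, since 1 cell holds 92 of the 106 Ccl5 UMIs of Maus3_2 and another 45 of the 105 of Maus6, and without the top cell of each mouse the log2 fold change is 0.78 (adjusted p = 0.641). The top cell of Maus6 lies in cluster 11, which holds 72 NK cells and 5 CD8+ T cells, all 5 from Maus6. Limma-voom also calls Ccl5, whereas DESeq2, the hurdle test and Wilcoxon give an adjusted p of 1.00. The non-coding gene Gm10076 is high in Maus6 alone, with 473 CPM in CD8+ T cells against 136, 139 and 142 CPM in Maus3_2, Maus2_2 and Maus4_2 (log2 fold change 1.17, adjusted p = 0.105, and -0.05 to 1.74 with a mouse left out). In plasmablasts 1 gene is past the threshold, the hemoglobin gene Hbb-bs, which 1 cell of Maus2_2 sets.

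The remaining genes with the smallest unadjusted p do not pass the adjusted threshold. In B cells these are Ctla2a (4.19), Tagln2 (0.52) and Cd9 (1.23) on the higher side, and 1700109H08Rik (-0.83), Gm42418 (-0.37), Reps1 (-0.51), Map4k3 (-0.74) and Trim23 (-0.65) on the lower. Those of CD4+ T cells include Cd69 (0.54), an early activation marker, H2-T23 (0.42), Rpp21 (0.59), Olfr1369-ps1 (1.29) and Gm49735 (1.63), and Abi2 (-1.99), Lrba (-0.49), Mtif3 (-1.09), Map3k5 (-0.54) and Gm42418 (-0.31). For CD8+ T cells, Ltb (0.52), a lymphotoxin chain, and H2-D1 (0.45) stand against Gria3 (-1.06), Ikzf2 (-1.33, and -1.78 to -0.44 with a mouse left out), Dip2c (-1.35) and Xpr1 (-0.71). In plasmablasts Chchd10 (0.68), Gm43305 (0.79), Lamtor2 (1.09) and Cd79b (0.42) stand against Micu3 (-2.70, adjusted p = 0.0533), Immp2l (-0.62), Inpp5f (-1.13) and Gm42418 (-0.44). Of 9903 genes tested in B cells, 0 pass in edgeR with 243 higher and 217 lower at an unadjusted p under 0.05, where chance gives 495. Of 8680 in CD4+ T cells, 0 pass with 210 higher and 206 lower (434 by chance), and DESeq2 and limma-voom also call 0 in both cell types. Among CD8+ T cells 2 of 6798 genes pass, with 313 and 261 at the unadjusted level (340 by chance), and in plasmablasts 1 of 5372, with 167 and 198 (269 by chance). The shares of genes separated between the groups are 34.95%, 35.39%, 38.47% and 36.84%.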

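Ribosomal protein genes lie higher in treated mice in nearly every case, 81 of 82 in B cells, 80 in CD4+ T cells, 82 in CD8+ T cells and 76 in plasmablasts. Examples are Rps7 (log2 fold change 0.15) in B cells, Rps3a1 and Rpl18 (both 0.18) in CD4+ T cells, Rpl13 (0.25) in CD8+ T cells and Rpl29 (0.39) in plasmablasts. They take 25.9% and 27.9% of the UMIs of B cells in treated against 25.2% and 26.1% in untreated mice, and 39.1% and 40.7% against 37.1% and 37.0% in CD8+ T cells. As a list they are higher than other genes by camera in B cells (median 0.10, adjusted p = 0.00165), CD4+ T cells (0.12, 4.4e-05) and CD8+ T cells (0.20, 3.5e-07), with 0.147 in plasmablasts (0.09). With an estimated correlation the adjusted p is 0.815 in B cells, 0.793 in CD4+ T cells and 0.561 in CD8+ T cells. Without Maus6 the list's adjusted p in B cells is 0.606, and without Maus2_2 0.139. Adjusted over the list alone, 37 of the 82 genes pass in CD8+ T cells.

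Antigen presentation genes are higher in B cells for 20 of 23 (median 0.13, camera adjusted p = 0.0102), among them the class I genes H2-D1 (0.26) and H2-K1 (0.23), but the adjusted p is 0.815 with an estimated correlation. It is 0.181 without Maus3_2, 0.198 without Maus2_2 and 0.0903 without Maus4_2. In the other types they are higher for 14 of 18 (CD4+ T cells, median 0.12, adjusted p = 0.0898, with the proteasome subunit Psmb9 at 0.39), 15 of 16 (CD8+ T cells, 0.17, 0.0734, with 1 past when adjusted over the list alone) and 15 of 23 (plasmablasts, 0.11, 0.757). Immediate early and dissociation stress genes are higher in CD4+ T cells for 20 of 24 (median 0.23, adjusted p = 0.0289, and 0.793 with an estimated correlation). That correlation is -0.0397, below the preset 0.01, so correlation between genes does not account for the higher p in this list. Among its genes, the NF-kB inhibitor Nfkbia lies at 0.35 (0.22 to 0.47 with a mouse left out). Jund lies at 0.26 (0.15 to 0.36) and the chaperone Hsp90ab1 at 0.27 (0.06 to 0.46). This list no longer passes without Maus3_2, Maus2_2 or Maus4_2. The list is higher for 20 of 28 in B cells (0.13, 0.151), 14 of 24 in CD8+ T cells (0.11, 0.290, with Nfkbia at 0.56 and 4 past when adjusted over the list alone) and 13 of 21 in plasmablasts (0.14, 0.213, with Hspa8 at 0.53 and 0.22 to 0.82 with a mouse left out).

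All 13 genes of the mitochondrial genome lie higher in all 4 cell types, with medians of 0.11, 0.09, 0.18 and 0.17 in B cells, CD4+ T cells, CD8+ T cells and plasmablasts and mt-Nd2 at 0.13 in B cells (0.06 to 0.20 with a mouse left out), but camera gives adjusted p-values of 0.248, 0.171, 0.0734 and 0.213. Adjusted over the list alone, 3 pass in CD8+ T cells. Oxidative stress genes, of interest because NTP produces reactive species, are higher for 20 of 29, 17 of 29, 21 of 26 and 16 of 21 genes in the same order (medians 0.05, 0.04, 0.14 and 0.13, adjusted p 0.441, 0.405, 0.0734 and 0.213), with the peroxiredoxins Prdx2 at 0.34 in B cells (0.16 to 0.50 with a mouse left out) and Prdx5 at 0.43 in CD4+ T cells (0.20 to 0.72) and the glutathione peroxidase Gpx1 at 0.57 in CD8+ T cells and 0.70 in plasmablasts (0.41 to 1.04). Of the glucocorticoid response genes, 6 of 10, 8 of 12, 8 of 10 and 4 of 8 are higher (0.08, 0.09, 0.24 and -0.03, adjusted p 0.489, 0.405, 0.275 and 0.529), with Tsc22d3 at 0.32, 0.37 and 0.39 in B, CD4+ and CD8+ T cells (0.16 to 0.48, 0.24 to 0.49 and 0.08 to 0.73 with a mouse left out). Interferon response genes are higher for 24 of 37, 19 of 38, 18 of 30 and 12 of 24 (0.06, 0.02, 0.13 and -0.05, adjusted p 0.489, 0.997, 0.418 and 0.880), with Irf7 at 0.78 in B cells (0.12 to 1.21 with a mouse left out) and Ifit1 at -1.03 in CD4+ T cells (-1.44 to -0.55). Adhesion and homing genes are higher for 10 of 27, 12 of 25, 15 of 25 and 12 of 20 (-0.02, -0.00, 0.06 and 0.03, adjusted p 0.691, 0.716, 0.761 and 0.905). Klf2, which keeps lymphocytes in circulation, lies at 0.35, 0.30 and 0.47 in B, CD4+ and CD8+ T cells (0.18 to 0.42 in CD4+ and 0.21 to 0.70 in CD8+ T cells with a mouse left out), and adjusted over the list alone 1 gene passes in each of CD8+ T cells and plasmablasts.

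Across all genes, log2 fold changes also go with gene length. The gene lists were not tested with gene length accounted for. The tenth of genes with the shortest span has a median log2 fold change of 0.11 in B cells, 0.11 in CD4+ T cells, 0.19 in CD8+ T cells and 0.16 in plasmablasts, and the tenth with the longest span -0.10, -0.10, -0.17 and -0.13.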

Genes that were differentially expressed between treated and untreated mice were determined using the FindMarkers Function of Seurat with MAST [57]. Genes were selected if they had an adjusted p-value (Bonferroni correction) below 0.05.

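With cells as replicates, as in the paper, many more genes pass. A hurdle test of the kind that MAST runs, without its priors and with Bonferroni correction over all 15093 genes, calls 365 genes in B cells (194 higher and 171 lower in treated mice), 100 in CD4+ T cells (36 and 64), 15 in CD8+ T cells (10 and 5) and 2 in plasmablasts (1 and 1). A Wilcoxon test on the same cells calls 57, 19, 13 and 3. A prefilter, chosen after seeing the data, kept genes found in 10% of cells with a natural log fold change of at least 0.25. With it, the hurdle test calls 19, 13, 8 and 2 genes. Among the target genes, the smallest Bonferroni-adjusted p-values of the hurdle test belong to Macf1 (9.4e-08) and Camk1d (2.9e-05) in B cells, Phf20l1 (0.000168) and Mif (0.000206) in CD4+ T cells and Mbnl1 (0.000548) in CD8+ T cells. Rgs2 reaches 0.00133 and Trappc6b 0.000953, both higher in treated mice. Mif and Sptssa (0.00323) pass in CD4+ T cells at a fold change of mean expression of -0.07 and -0.02 on the log2 scale. More CD4+ T cells of treated than of untreated mice have a UMI (Mif 61.9% against 54.2%, Sptssa 26.0% against 20.8%). This runs opposite to the fold changes. Cells of 1 mouse are not independent of each other, so these p-values do not include the spread between mice. In CD4+ T cells simulated at the real UMIs per cell, the hurdle test called 235 of 14893 unchanged genes, more than the 100 called in the real cells, and the Wilcoxon test 0, so calls of the hurdle test can arise without any change.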

## Supplementary Material

Supplemental Material

## Data Availability

All sequencing data are available for download from NCBI’s Gene Expression Omnibus [58] via GEO Series accession number GSE236802 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE236802)

# Supplementary material for: Skin treatment with non-thermal plasma modulates the immune system through miR-223-3p and its target genes
**Source:** RNA Biol. 2024 Jun 3;21(1):31–44. doi: 10.1080/15476286.2024.2361571

1a

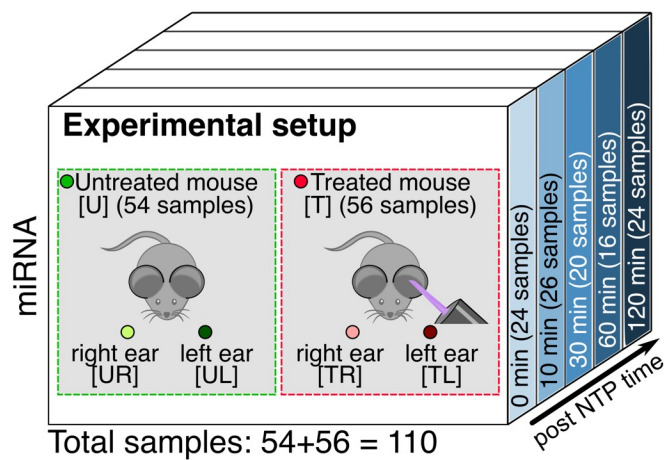

1b

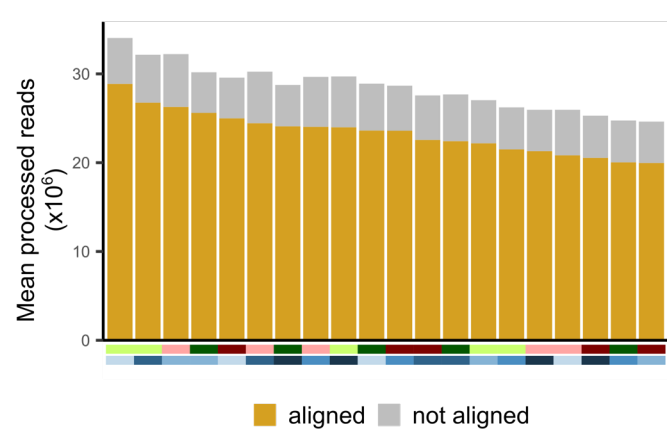

1c

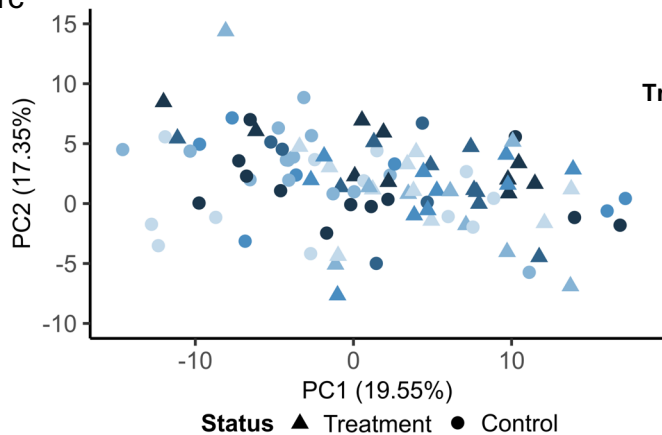

1d

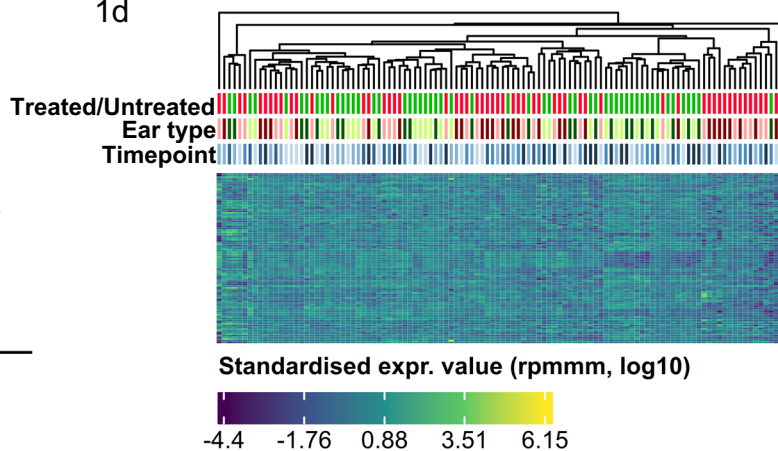

1e

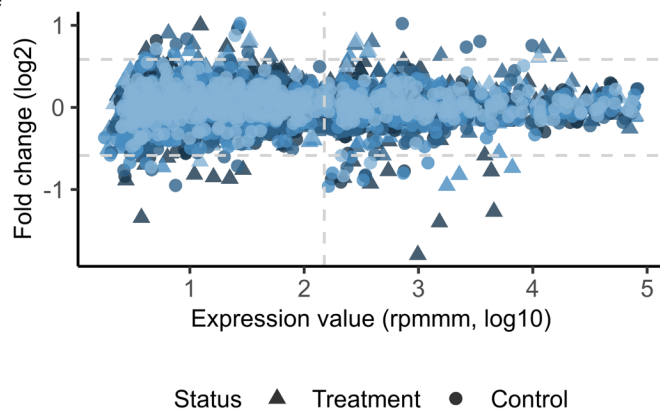

1f

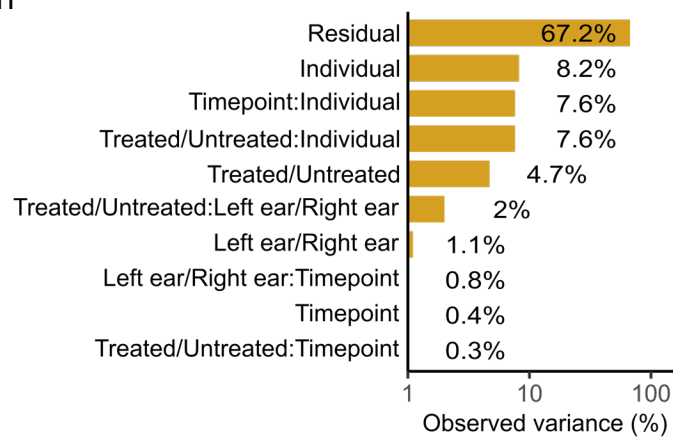

2a

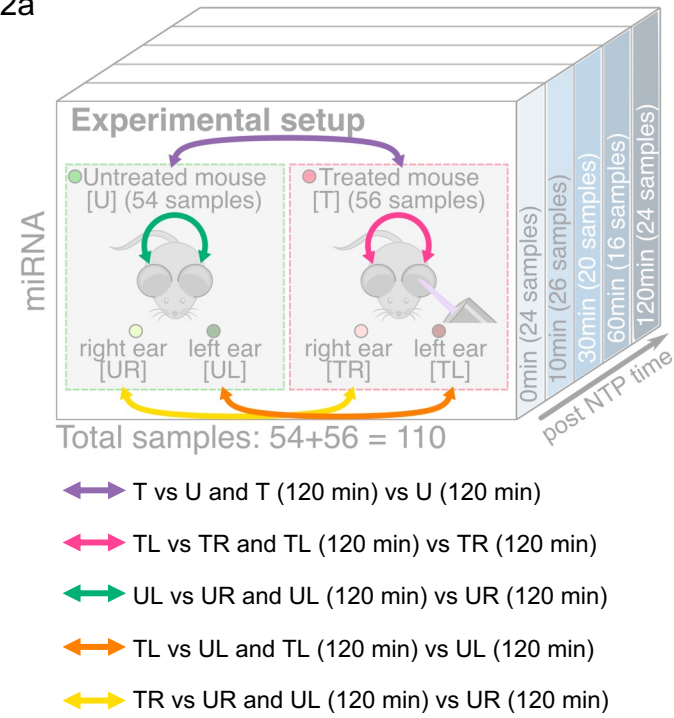

2b

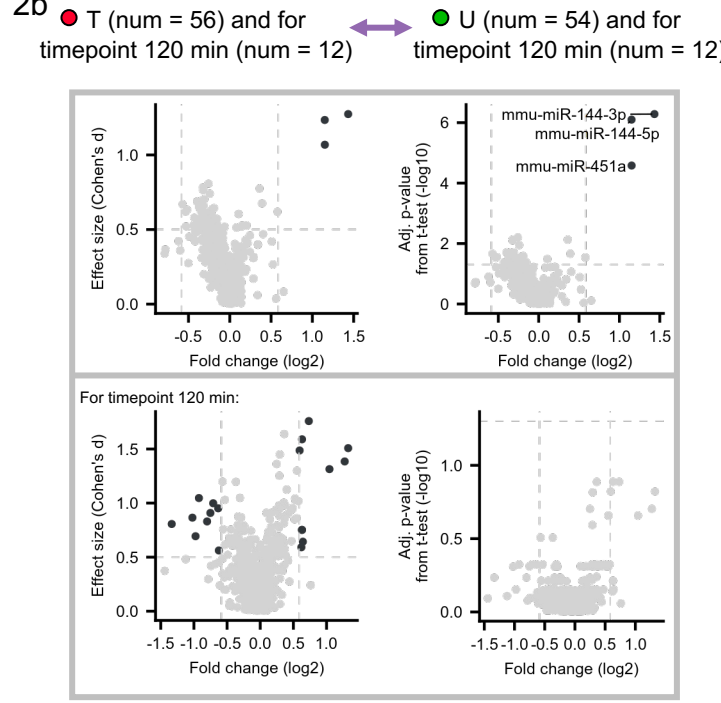

2c

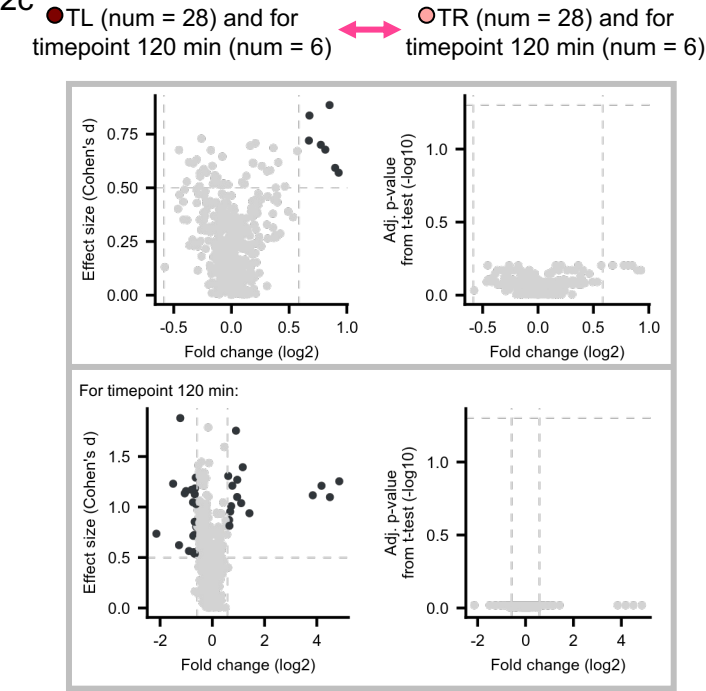

2d

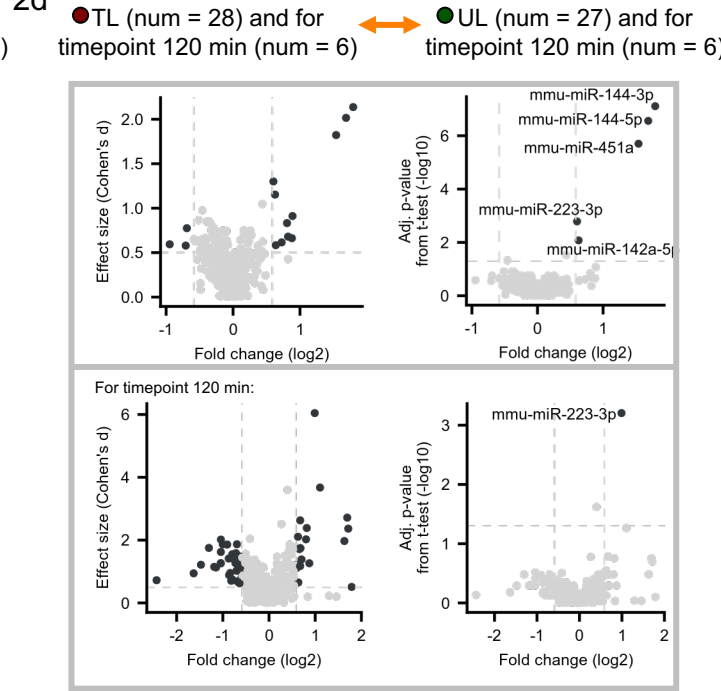

2e

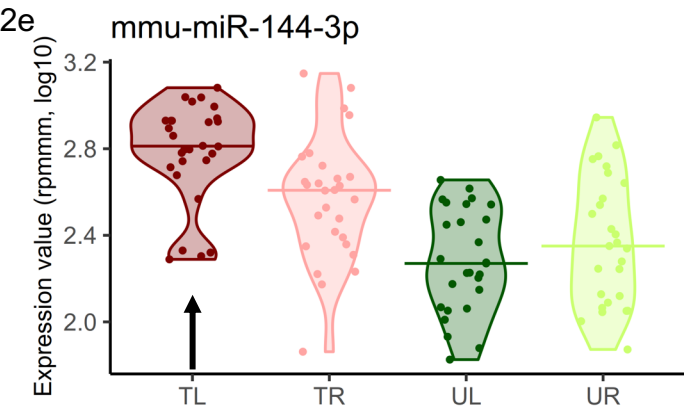

2f

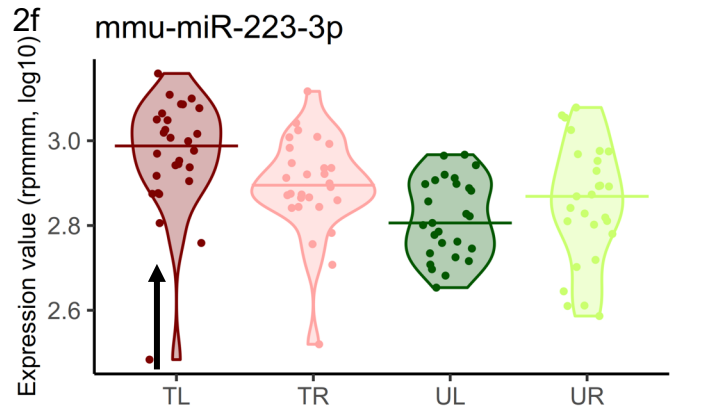

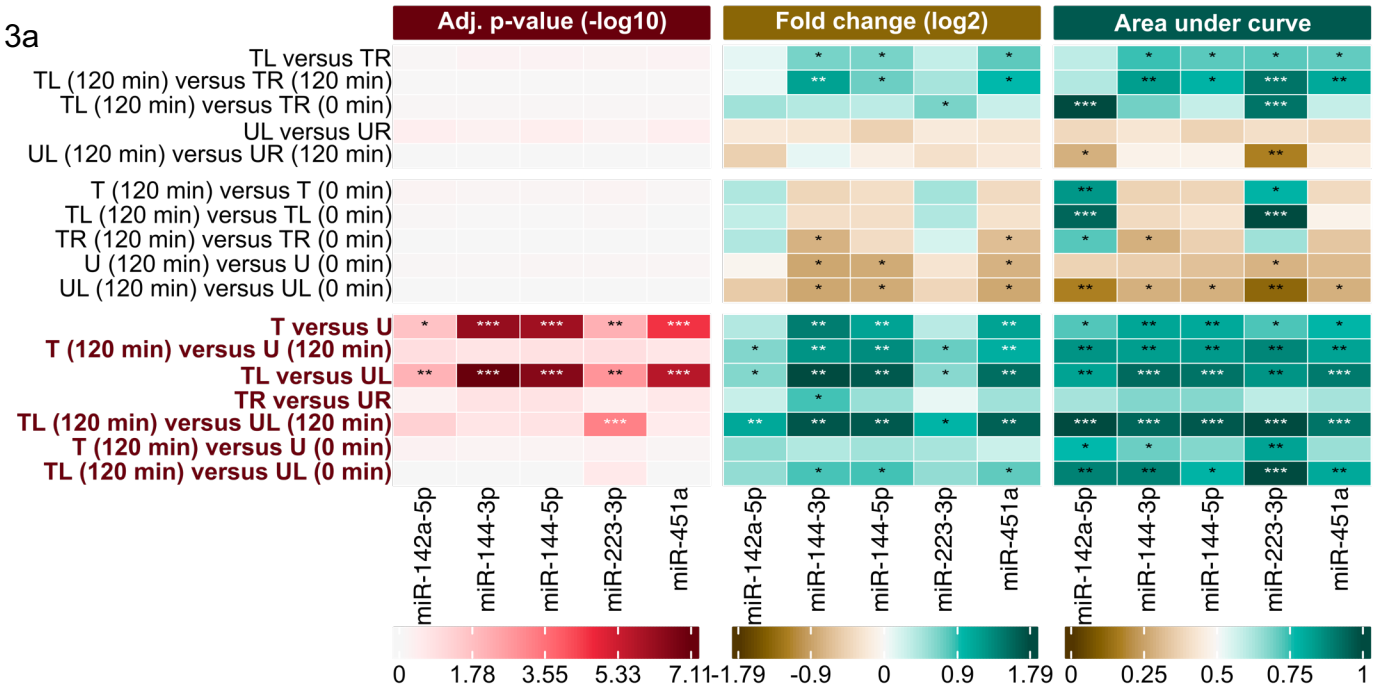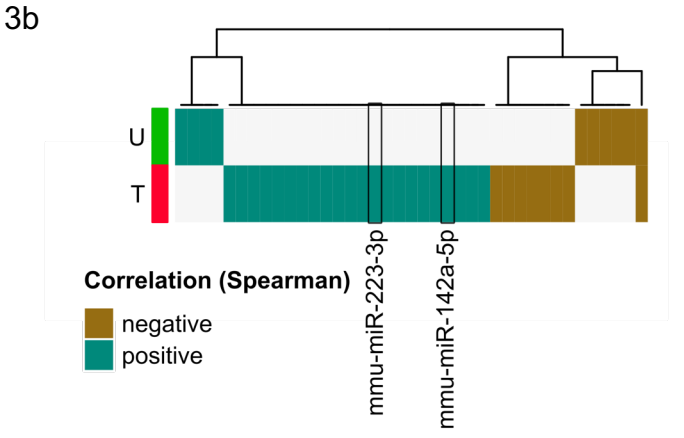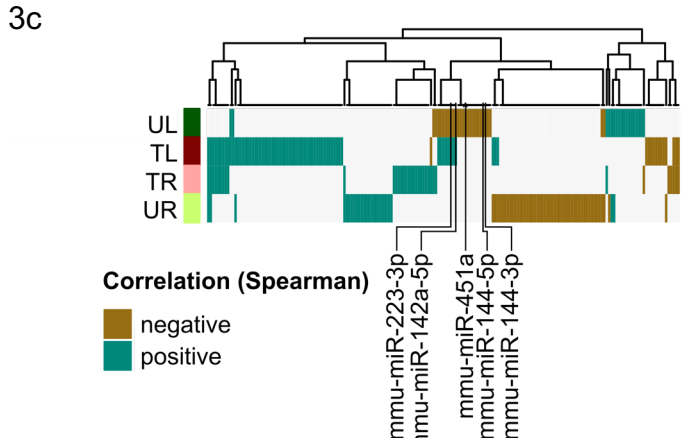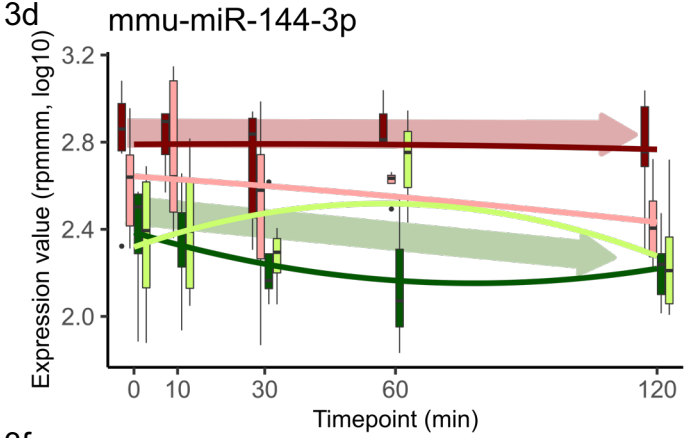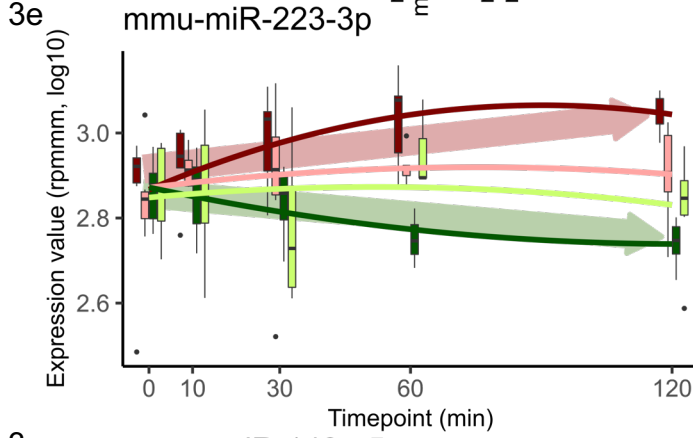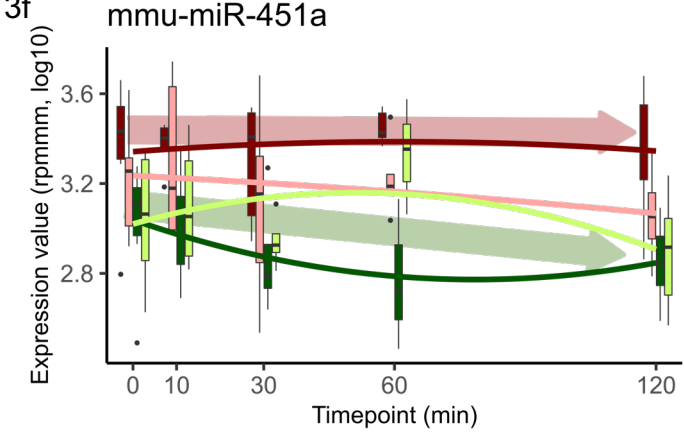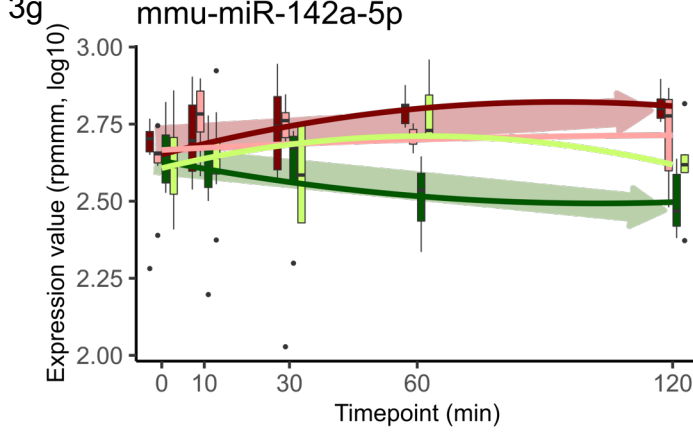

|                 | Adherens junction | Adrenergic signaling in cardiomyocytes | Axon guidance | Colorectal cancer | ErbB signaling pathway | Focal adhesion | FoxO signaling pathway | Hippo signaling pathway | Insulin signaling pathway | MAPK signaling pathway | Melanoma | MicroRNAs in cancer | Neurotrophin signaling pathway | P13K-Akt signaling pathway | Pancreatic cancer | Pathways in cancer | Prostate cancer | Proteoglycans in cancer | Rap1 signaling pathway | Ras signaling pathway | Regulation of actin cytoskeleton | Renal cell carcinoma | T cell receptor signaling pathway | TGF-beta signaling pathway | Ubiquitin mediated proteolysis | Wnt signaling pathway |
|-----------------|-------------------|----------------------------------------|---------------|-------------------|------------------------|----------------|------------------------|-------------------------|---------------------------|------------------------|----------|---------------------|--------------------------------|----------------------------|-------------------|--------------------|-----------------|-------------------------|------------------------|-----------------------|----------------------------------|----------------------|-----------------------------------|----------------------------|--------------------------------|-----------------------|
| mmu-miR-142a-5p |                   | **                                     | **            | *                 | **                     | **             | ***                    | *                       | **                        | *                      | **       | **                  | **                             | **                         | **                | ***                | *               | ***                     |                        | *                     | *                                | *                    | *                                 | *                          | *                              | *                     |
| mmu-miR-144-3p  | **                | *                                      | ***           | *                 | **                     | ***            | **                     |                         | *                         | ***                    | *        | **                  | *                              | **                         | **                | ***                | *               | **                      | **                     | *                     | *                                | **                   | *                                 | *                          | **                             | **                    |
| mmu-miR-223-3p  | *                 |                                        |               |                   | *                      | **             | *                      | *                       |                           | *                      |          |                     |                                | *                          |                   |                    | *               |                         | *                      | *                     |                                  |                      |                                   | *                          |                                |                       |
| mmu-miR-451a    |                   |                                        |               |                   |                        |                |                        |                         |                           |                        |          |                     |                                |                            |                   |                    |                 |                         |                        |                       |                                  |                      |                                   |                            | *                              |                       |
| mmu-miR-144-5p  |                   |                                        | ***           |                   |                        |                |                        |                         |                           |                        |          |                     |                                |                            |                   |                    |                 |                         |                        |                       |                                  |                      |                                   |                            |                                |                       |

Adj. p-value from Hypergeometric test (-log10)

0 1.35 2.7 4.05 5.39

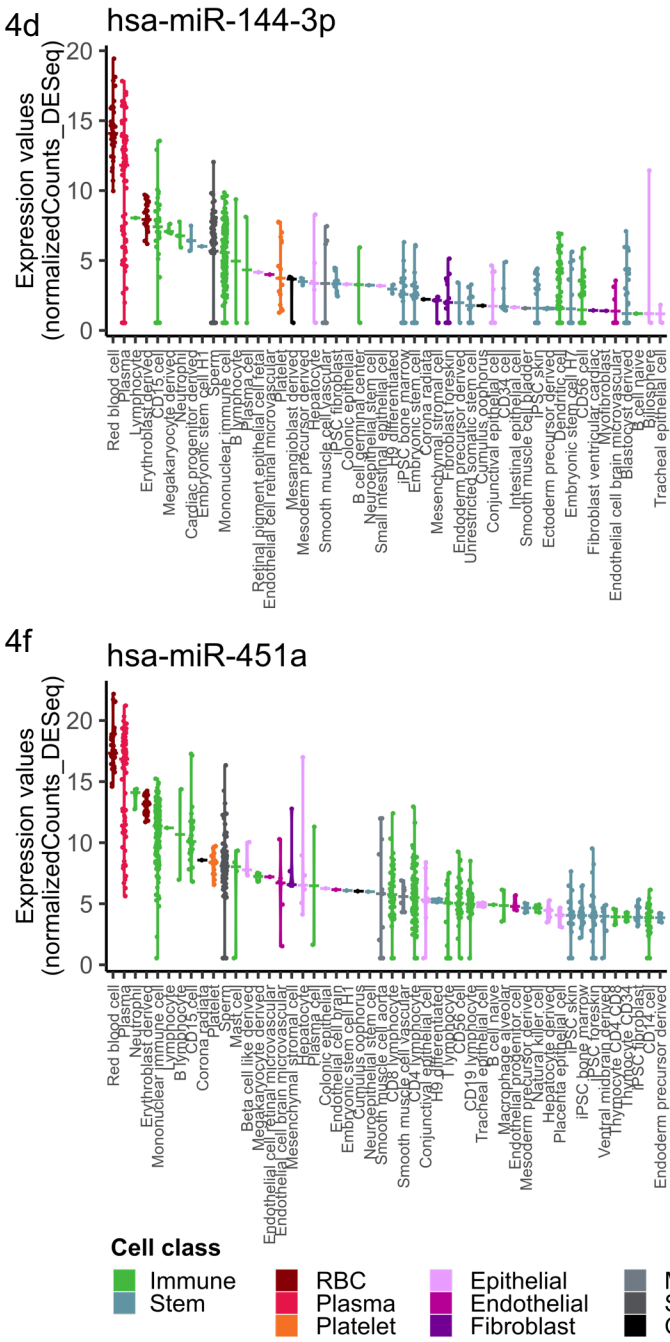

mmu-miR-144-3p - UACAGUAUAGAUGAUG - UACU  
mmu-miR-142a-5p - CAUAAAGUAGAAAGCACUACU  
mmu-miR-223-3p UGUCAGUUUGUCAAAUACCCCA  
\* \* \*

**4c**  
mmu-miR-142a-5p CAUAAAGUAGAAAGCACUACU  
hsa-miR-142-5p CAUAAAGUAGAAAGCACUACU  
\*\*\*\*\*  
mmu-miR-144-3p UACAGUAUAGAUGAUGUACU  
hsa-miR-144-3p UACAGUAUAGAUGAUGUACU  
\*\*\*\*\*  
mmu-miR-223-3p UGUCAGUUUGUCAAAUACCCCA  
hsa-miR-223-3p UGUCAGUUUGUCAAAUACCCCA  
\*\*\*\*\*  
mmu-miR-451a AAACCGUUACCAUACUGAGUU  
hsa-miR-451a AAACCGUUACCAUACUGAGUU  
\*\*\*\*\*  
mmu-miR-144-5p GGAUAUCAUCAUUAUACUGUAAG  
hsa-miR-144-5p GGAUAUCAUCAUUAUACUGUAAG  
\*\*\*\*\*

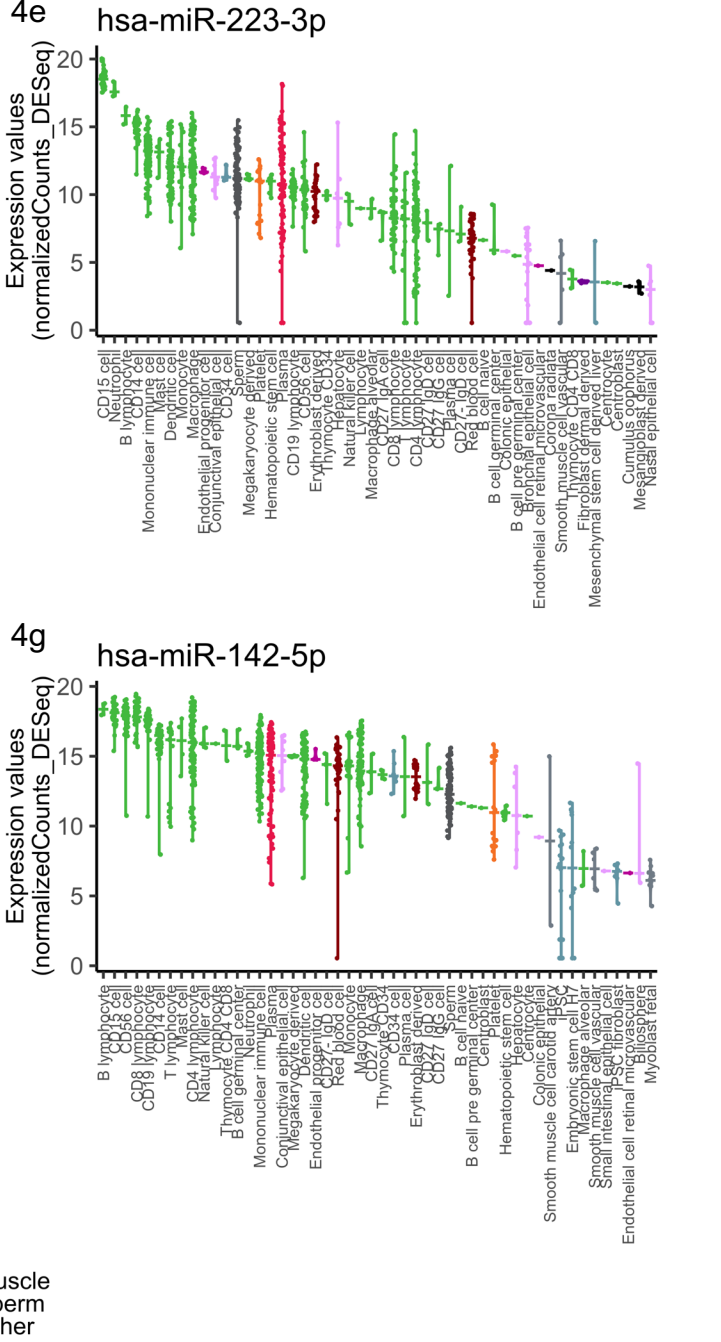

5a

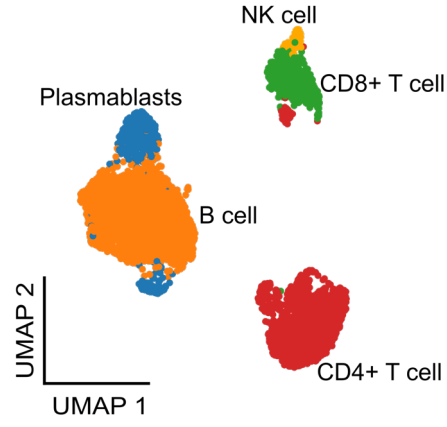

5b

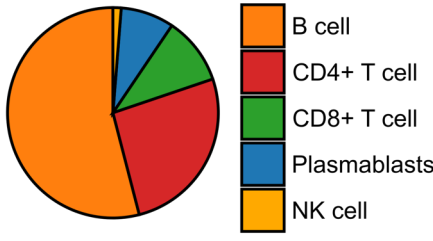

5c

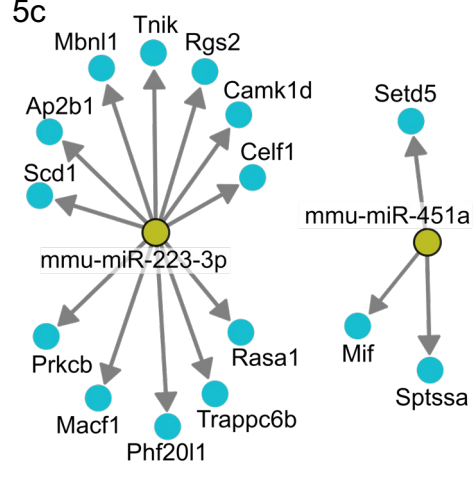

5d

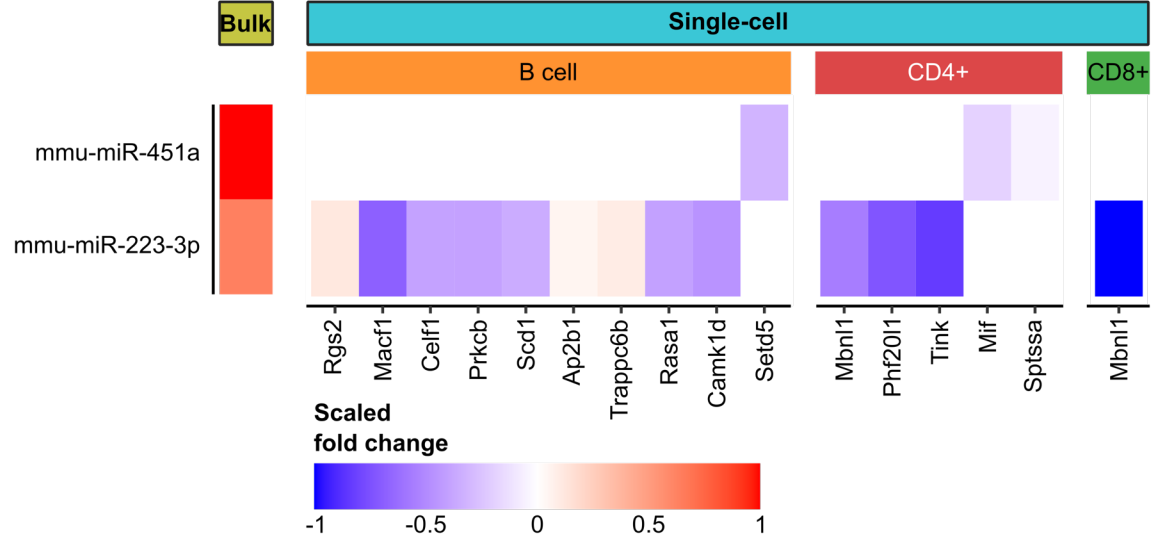

**Supplement:** Supplemental Material

# Supplementary material for: Skin treatment with non-thermal plasma modulates the immune system through miR-223-3p and its target genes
**Source:** RNA Biol. 2024 Jun 3;21(1):31–44. doi: 10.1080/15476286.2024.2361571
**Supplement:** Supplemental Material

**Supplemental information**

**Extended Data Fig. 1: a** The percentage of reads, which are mapped to miRNAs. The bottom annotation indicates the sample type and timepoint.

**Extended Data Fig. 2: a** TR versus UR mice comparison. The effect size plots are located on the left side and Volcano plots on the right side of the different boxes with the comparisons from Figure 2a. The upper plots include all samples over all timepoints and the comparison for only the timepoint 120 minutes is depicted in the lower part of the box. Deregulated miRNAs with effect size >= 0.5 or p-value < 0.05 (t-test, -log10) are highlighted in dark grey**. b** UL versus UR mice comparison analogous to Supplementary Figure 2a.

**Extended Data Fig. 3: a** Adjusted (layout changes and display only four cell types) plot from the web tool of Juzenas *et al.*^40^. This data set is offering a comprehensive, cell specific miRNA catalogue of selected PBMC types.

How the deposited data were processed for this re-analysis (not part of the article)

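Peripheral blood mononuclear cells of 4 C57BL/6 mice were analysed, 2 treated with NTP for 10 min (Maus3_2 and Maus6) and 2 untreated (Maus2_2 and Maus4_2), from blood taken 120 min after the treatment or the onset of anaesthesia. The miRNA samples of the time series were not analysed here. The authors sequenced 3' single-cell libraries, aligned them to mm10, and deposited UMI counts as whole numbers, together with a table of their cell types, clusters, UMIs and genes per cell and the percent of mitochondrial counts. According to the paper's methods, ambient RNA was removed with SoupX, cells outside 200 to 2500 genes or above 10% mitochondrial counts were filtered out, and doublets were removed with DoubletFinder. Whether the deposited counts already include the SoupX step is not given in the sources used here. The submitters' processing notes name Cell Ranger 7.1.0 and Seurat 4.3.0. The UMIs and genes per cell recomputed from the counts equal those deposited by the authors in all 5794 cells, but the mitochondrial percent equals the deposited one (within 1e-6) in only 95 cells, with a median gap of -0.00334 percentage points. No doublet caller was run again, cell types were taken from the authors' annotation, and 0 columns of values per sample were left unused. Of the 15093 genes, 66 have no count.

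The total is 23692981 UMIs, 13793880 in treated and 9899101 in untreated mice. Raw counts were summed per mouse and cell type, and genes were kept by edgeR's filter on low counts. edgeR 4.0.16 (R 4.3.3) fitted TMM-scaled quasi-likelihood models of treatment, and p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. The common biological coefficient of variation was 0.0857 in B cells, 0.0835 in CD4+ T cells, 0.0910 in CD8+ T cells and 0.109 in plasmablasts. With 2 mice per group, a permutation test of a single value cannot go below p = 0.33. The difference in treatment effect between B cells and CD4+ T cells was tested as an interaction in 1 model over 10143 genes. A type was tested only with at least 20 cells in every mouse, which left out NK cells, and these are described by shares and markers.

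The tests, gene lists and the rule for named genes were set before the data were examined. Genes named in the text are those of Figs. 5C and 5D, up to 10 genes per cell type with the largest change among those past the adjusted threshold and with both treated mice on one side of both untreated mice, the 5 smallest unadjusted p-values per direction where fewer than 3 genes pass, up to 4 members of each gene list with the smallest p, the Cd genes among the cell type markers and Mir142hg, the host of miR-142. Only Ccl5 in CD8+ T cells passes and separates the mice. Single values of a few genes that entered the tests are not reported here. Of the immunoglobulin and T cell receptor segments, 18, 8, 3 and 4 were tested in B cells, CD4+ T cells, CD8+ T cells and plasmablasts, and they were counted but not named. At an unadjusted p under 0.05 there were 1, 2, 0 and 1 of them, and 0 past the adjusted threshold in edgeR. Ctla2a in CD4+ T cells was named after its value was seen.

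The 21 gene lists cover the targets of miR-223-3p and miR-451a in Fig. 5C, other known targets of both, and immediate early and dissociation stress genes. They also cover genes of interferon, glucocorticoid and oxidative stress response, hypoxia and glycolysis, and adhesion and homing. ErbB, FoxO, Hippo and PI3K-Akt signalling, MAPK signalling, lymphocyte activation, antigen presentation, ribosomal protein and mitochondrial genes form further lists. The last are markers of red blood cells, platelets, neutrophils, monocytes and dendritic cells. Lists with at least 5 tested members were compared with all other genes by camera (limma 3.58.1) at a preset correlation between genes of 0.01. For cell type shares, Wilson intervals at 95% cover counting error only.

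Gene positions, lengths and 3' UTRs come from GENCODE vM21 on GRCm38 (mm10), which matched 14854 of the 15093 symbols (98.4%), and 12523 genes had an annotated 3' UTR. Sites for the seeds of miR-223-3p, miR-451a, miR-142a-5p and miR-144-3p (8mers and 7mers of the type that pairs with the whole seed) were searched in 1 transcript per gene, and found in 1147, 232, 1951 and 1639 genes. Genes with a site were compared with genes without one by camera and by a rank regression with the log of 3' UTR length as a covariate. The trend of log2 fold change with gene length was measured as a rank correlation across genes and with a local fit over a share of 0.3 of the genes.

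As alternatives, DESeq2 1.42.0, RLE scaling, limma-voom, no filter on low counts, equal numbers of cells per mouse and leaving out each mouse in turn were run. MAST was not at hand, so its place is taken by a hurdle test of the same kind without its priors, on values scaled to 10000 UMIs per cell and log-transformed, beside a Wilcoxon test, both with Bonferroni correction over all 15093 genes. For the list and seed tests, an estimated correlation, fry and 8mers alone were tried, and for the shares other denominators and the recomputed filter. Added after the data were seen were hurdle tests on cells thinned to 2000 UMIs, a prefilter to genes found in 10% of cells with a natural log fold change of at least 0.25, gene length as a covariate of the seed test, and fits without the cell richest in a gene.

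edgeR, the interaction, the hurdle and the Wilcoxon test were tried on simulated data with 200 changed genes, camera with 1 changed list and the length trend with a known slope. DESeq2, limma-voom, fry, the regression on seed sites, thinning and the share test were not. At a 4-fold change edgeR called 97.9% in B cells, 89.8% in CD4+ T cells, 89.4% in CD8+ T cells and 89.6% in plasmablasts, and 9, 4, 1 and 0 unchanged genes. The interaction test called 89.3% of 168 genes at that size. In simulated CD4+ T cells, the hurdle test called 235 of 14893 unchanged genes, and the Wilcoxon test 0. Further statistics and plots were made with Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9.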

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

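The trend with gene length and the tests without the top cells were examined only after the values were seen, whereas the list tests and the comparison of B cells with CD4+ T cells were planned.

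In all 4 cell types, long genes have lower and short genes higher counts in treated mice, a signal over genes that the paper does not discuss. The rank correlation of gene length with log2 fold change is -0.294 in B cells, -0.269 in CD4+ T cells, -0.335 in CD8+ T cells and -0.295 in plasmablasts, where genes are not independent replicates. The 2 other splits of the mice reach at most 0.169, 0.0572, 0.00413 and 0.0646 in size, against -0.303, -0.274, -0.331 and -0.288 for the real split by the same measure, but 3 splits are too few to exclude chance. A difference in UMIs per cell is argued against as the whole cause, since Maus3_2 and Maus2_2 have nearly equal medians and still give -0.180 or stronger in every cell type. A contribution stays open, since in B cells Maus3_2 against Maus4_2, which has fewer UMIs per cell, gives only -0.0784, and Maus6 against Maus2_2, which has more, -0.304. Less unspliced RNA counted in the treated libraries is a candidate explanation, because the coefficient of intron length is negative beside that of mature length in every cell type (nearest to 0 at -0.0219, with an upper bound of -0.0186), but mature length has a negative coefficient too (-0.0397, -0.0334, -0.0611 and -0.0494), so other sources beside introns stay open. An effect of the treatment on RNA stability or transcription, and a difference in handling or RNA quality between the 4 samples, stay open as untested.

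Other results stand out from what the paper discusses. Ccl5 in CD8+ T cells has a log2 fold change of 1.93, which rests on single cells (0.78 without the top cell of each mouse), and DESeq2, the hurdle test and Wilcoxon do not call it. Antigen presentation genes in B cells have a median of 0.13, with a camera adjusted p of 0.0102 (0.815 with an estimated correlation between genes, 0.181 without Maus3_2, 0.198 without Maus2_2 and 0.0903 without Maus4_2). Ribosomal protein genes have medians of 0.0964 in B cells, 0.12 in CD4+ T cells and 0.195 in CD8+ T cells, and with an estimated correlation all 3 calls are lost (adjusted p = 0.815, 0.793 and 0.561), the one in B cells also without Maus6 (0.606) or Maus2_2 (0.139). Immediate early and dissociation stress genes in CD4+ T cells have a median of 0.23. Their adjusted p is 0.0289, but 0.793 with an estimated correlation (-0.0397, below the preset 0.01). They no longer pass without Maus3_2, Maus2_2 or Maus4_2. The treatment effect on Ctla2a, a cysteine protease inhibitor, differs between B cells and CD4+ T cells by 3.66 on the log2 scale (standard error 0.557, adjusted p = 0.00119). The gene has 115 and 27 UMIs in treated and 2 and 3 in untreated B cells. In CD4+ T cells it has 73 and 16 against 22 and 27. The difference is 3.60 to 3.68 with a mouse left out, but it does not pass without Maus3_2 or Maus4_2. Without the top cell of each mouse it is 5.39 (adjusted p = 0.000421 in the same model). Only 0 and 1 UMIs are then left in the untreated B cells.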

How the results depend on the processing

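Thinning of UMIs, the prefilter on genes, gene length as a covariate and fits without top cells were chosen after seeing the data. No paired analysis was possible because the treated and untreated mice carry no shared replicate numbers. The alternatives planned for NK cells were not run, since that type was not tested. When a mouse is left out, 1 group holds a single mouse, which is assumed to vary like the others. In simulated data, 10.4% and 4.26% of 1.5-fold changes were called in CD8+ T cells and plasmablasts, the tested types with the fewest UMIs, where the part of depth was not isolated. Over the 136 single genes and lists reported and all settings, 1358 values kept direction and side of the threshold, 104 passed it newly, 35 no longer passed, 74 moved by more than the spread and 20 reversed. All 74 moves belong to 1 setting, the fold change of mean expression over pooled cells, where for example Rgs2 in B cells goes from 0.31 to 0.046. With a mouse left out, the log2 fold change of 61 of the 130 single genes grows or shrinks by more than 1.5 times or turns its sign. Where no construction is named, the cause was not tested.

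In B cells, where edgeR calls 0 genes, no filter on low counts gives 21, leaving out a mouse 10 to 16, the hurdle test 365, Wilcoxon 57, the prefilter 19, thinning to 2000 UMIs 40, thinning by a common share 64 and the same cells unthinned 107, while DESeq2, RLE, limma-voom and equal cells give 0. In CD4+ T cells (0 genes) the counts are 11 without the filter, 100 (hurdle), 19 (Wilcoxon), 13 (prefilter), 4 (2000 UMIs), 60 (common share) and 66 (unthinned), and 0 under the others, each left-out mouse included. In CD8+ T cells (2 genes) DESeq2 gives 0, limma-voom 1, RLE 2, equal cells 4, no filter 11, leaving out a mouse 6 to 16, hurdle 15, Wilcoxon 13, prefilter 8, 2000 UMIs 5, common share 6 and unthinned 16. In plasmablasts (1 gene) DESeq2 and equal cells give 0, RLE and limma-voom 1, no filter 13, leaving out a mouse 3 to 13, hurdle 2, Wilcoxon 3 and prefilter 2. The 1 gene of limma-voom in plasmablasts is Gm42418 (adjusted p = 0.0485). Hbb-bs, the gene of the main fit, lies at -1.61 there with limma-voom (adjusted p = 0.860). Of the target gene pairs, 11 are lower, and 11 to 13 under every setting. The number of pairs past the threshold is 0 under each alternative that takes mice as replicates, 16 for hurdle, 3 for Wilcoxon, 3 at 2000 UMIs, 2 at a common share and 11 unthinned.

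Mbnl1 in CD4+ T cells is -0.21 (hurdle, adjusted p = 0.00557, over alternatives 0.00557 to 1.00) and -0.22 to -0.08 with a mouse left out. In CD8+ T cells it is -0.38 in the hurdle and Wilcoxon tests (adjusted p = 0.000548 and 0.000329) and -0.37 to -0.29 with a mouse left out, where the adjusted p is 0.508 to 0.702. For the difference between B cells and CD4+ T cells, 1 gene becomes 3 without the filter and 1 to 4 with a mouse left out (2 without Maus3_2 and 4 without Maus2_2). The 6 list calls become 0 with an estimated correlation and 4 to 7 with a mouse left out, but only 4, 4, 2 and 3 of the 6 themselves pass without Maus3_2, Maus6, Maus2_2 and Maus4_2. Fry, which tests a list against no change and so asks another question, calls 0. With the estimated correlation, the unadjusted camera p of immediate early and dissociation stress genes in CD4+ T cells rises from 0.0036 to 0.084. Their estimated correlation of -0.0397 lies below the preset 0.01. A call lost under that setting is thus not by itself a sign of correlation between genes. The 2 seed site calls, both in CD8+ T cells, become 1 with 3' UTR and gene length as covariates (miR-142a-5p) and 0 to 1 with a mouse left out, where neither of the 2 passes and the 1 is miR-144-3p in B cells. With 8mers alone or 3' UTR length as a covariate there are also 2, but miR-144-3p then passes in B cells and not in CD8+ T cells. The counts with covariates come from the rank regression, which takes genes as independent. Without a covariate it passes every miRNA in every cell type, so its counts cannot be set beside those of camera. The difference in B cell share is -3.09 points among B cells and plasmablasts, that of CD4+ T cells -0.0896 among T cells, and that of CD8+ T cells -3.74 to 0.641 with a mouse left out.

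Reversed values belong to genes near 0 or to genes that a single mouse decides. Without Maus6 and without Maus3_2, Gm10076 in CD8+ T cells is -0.0541 and 1.74 and Mir142hg in plasmablasts -0.0116 and 0.115. Hbb-bs in plasmablasts is 2.72 without Maus2_2 and -5.64 without Maus4_2, and Lyz2 in B cells 1.81 without Maus4_2 and -2.33 without Maus2_2. In CD4+ T cells, Mif is -0.11 without Maus6, -0.17 without Maus2_2 and 0.22 without Maus4_2. Sptssa is -0.0778 without Maus3_2, -0.03 without Maus2_2 and 0.0722 without Maus6, and Mir142hg 0.0551 without Maus3_2 and 0.0626 without Maus4_2. With equal cells, Mir142hg in CD4+ T cells is 0.0115 and Sptssa -0.0118, and Sptssa is -0.00615 with DESeq2 and -0.00384 with RLE. Over pooled cells, and so in the hurdle and Wilcoxon tests, Mif is -0.0724 and Sptssa -0.0212.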

Differences from the paper's values

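The paper's counts come from a test that takes cells as replicates (MAST, Bonferroni-adjusted p below 0.05), and those set beside them here from edgeR with mice as replicates and Benjamini-Hochberg adjustment. The paper reports 12 of 15 target genes as downregulated, and edgeR calls 0. In B cells the paper gives 7 down- and 3 upregulated target genes, against 0 and 0. For CD4+ T cells the paper's count is 5 downregulated, against 0, and for CD8+ T cells 1, against 0. In the summed counts, the changes of the target genes are smaller than a factor of 1.5, a size at which edgeR missed most simulated changes. The counts of 0 therefore do not show that these genes are unchanged. At an unadjusted p under 0.05, edgeR has 5 of the 16 pairs, all lower. Of the alternatives set before the data were examined, the hurdle test with cells as replicates gives the paper's counts (12, 7, 3, 5 and 1), and the Wilcoxon test gives 3, 2, 0, 0 and 1, so only the count in CD8+ T cells equals the paper's. DESeq2, RLE scaling, no filter on low counts, limma-voom, equal cells per mouse and each left-out mouse give 0 for all 5 counts. The hurdle test on thinned cells, chosen after seeing the values, calls Macf1 and Prkcb in B cells and Mbnl1 in CD8+ T cells at 2000 UMIs per cell, and Macf1 and Mif at a common share, 3 and 2 of the paper's 16 pairs. It calls 11 pairs on the same cells unthinned, so it drops 13, 14 and 5 of them.

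By direction alone, 10 of the 15 target genes are lower in treated mice in the summed counts. The paper names Mif and Sptssa as lower in CD4+ T cells, whereas their log2 fold changes are 0.01 and 0.00 with edgeR, and -0.07 and -0.02 over pooled cells. The number of cells and the shares of the cell types match those of Fig. 5B.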

Other observations

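The tests of gene length on the target genes and of UMIs per cell in CD4+ T cells were chosen after the result was seen.

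Genes of energy supply and of the signalling pathways that the paper links to its miRNAs were listed as well. Of the hypoxia and glycolysis genes, 17 of 22 are higher in B cells of treated mice, 12 of 19 in CD4+ T cells, 12 of 17 in CD8+ T cells and 8 of 15 in plasmablasts, with medians of 0.08, 0.08, 0.04 and 0.16 and camera adjusted p-values of 0.401, 0.716, 0.686 and 0.213. The glucose transporters Slc2a1 and Slc2a3 have log2 fold changes of 1.53 and -1.05 in CD8+ T cells, the 2 genes past the threshold when adjusted over the list alone, and P4ha1, a collagen hydroxylase subunit, lies at -0.72 in B cells (-1.11 to -0.24 with a mouse left out) and -0.47 in CD4+ T cells (-0.63 to -0.31). Genes of ErbB, FoxO, Hippo and PI3K-Akt signalling are lower for 26 of 45, 24 of 45, 27 of 41 and 25 of 39 in the same order (medians -0.05, -0.02, -0.10 and -0.09, adjusted p 0.413, 0.600, 0.394 and 0.213), among them the stress sensor Sesn3 at -0.40 in B cells (-0.58 to -0.21) and the apoptosis inducer Bcl2l11 at -0.67 in CD8+ T cells (-0.94 to -0.38). MAPK signalling genes are lower for 18 of 34, 21 of 32, 13 of 31 and 18 of 26 (-0.01, -0.04, 0.04 and -0.10, adjusted p 0.832, 0.545, 0.654 and 0.258), with Mapk9 at -0.47 in B cells (-0.71 to -0.22), where the mean of 0.01 is positive while median and test point down.

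Lymphocyte activation genes are higher for 9 of 21 in B cells, 11 of 19 in CD4+ T cells, 6 of 14 in CD8+ T cells and 5 of 13 in plasmablasts (medians -0.00, 0.05, -0.07 and -0.08, camera adjusted p 0.908, 0.703, 0.590 and 0.880), and in B cells the mean of 0.02 and the test point up. Tnfrsf18, a costimulatory receptor, lies at 0.75 in CD4+ T cells (0.38 to 1.01 with a mouse left out) and Cd40lg, by which T cells help B cells, at -0.39, and Cd28 lies at -0.43 in CD8+ T cells. In each mouse, the chemokine Ccl5 has a UMI in 84.6% to 100% of the cells annotated as NK cells. Most of these cells also carry the T cell receptor chain Trac. In CD8+ T cells the share with a Ccl5 UMI is 4.81% to 10.9%. Genes of CD8+ T cells with a 3' UTR site for miR-142a-5p have a median log2 fold change of -0.08 against 0.02 for genes without (camera adjusted p = 0.0336 and 0.0391 with an estimated correlation), and those with a site for miR-144-3p -0.07 against 0.02 (0.0429 and 0.0391). A rank regression, which takes genes as independent and so is not comparable with camera, gives adjusted p-values of 6.4e-23 and 1.4e-16 without a covariate. With 3' UTR length as a covariate they weaken to 0.0016 for miR-142a-5p and 0.148 for miR-144-3p, and with gene length added they are 0.0077 and 0.691. Neither call holds when any mouse is left out (0.0655 to 0.128 and 0.12 to 0.18).

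The target gene pairs are lower in treated mice for 11 of 16, and 3 explanations were weighed. A general lowering of genes with miR-223-3p sites by 0.05 or more is not seen in these mice. With 3' UTR length as a covariate, the 95% interval of the difference is -0.0294 to 0.0109 in B cells and -0.0204 to 0.0225 in CD4+ T cells. This interval takes genes as independent and leaves out the spread between mice, so it cannot exclude such a lowering beyond these mice. Lowering of single targets stays open. The trend with gene length predicts a median of -0.0653 for the pairs, a share of 0.454 of the observed -0.144, and 13 of 16 pairs lie below the trend, so it may account for part of the difference and cannot be told apart from an effect of treatment for the rest. The selection of these genes in the same cells favours extreme values and leaves their direction without independent evidence.

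Tests with cells as replicates call many genes, and differences between individual mice or in UMIs per cell could add to the calls. When the mice are split by pairing each treated with an untreated mouse, the split of Maus3_2 and Maus2_2 against the rest calls 5252, 3117, 116 and 14 genes by the hurdle test in B cells, CD4+ T cells, CD8+ T cells and plasmablasts, over the 4 types 17.6 times the real split, and the other split 18, 8, 3 and 4 genes, 0.0685 times, so these 2 splits cannot decide whether mice or treatment set the calls. The split with many calls points to a structure of the samples, and it parts the mice with more from those with fewer UMIs per cell. In CD4+ T cells simulated at the real UMIs per cell, the hurdle test calls 4713 of 14893 unchanged genes in that split (3117 in the real cells) and 235 in the real split (100), so calls in these numbers can arise with no change in the gene itself. In CD4+ T cells, thinning to equal UMIs per cell leaves 4 calls against 60 at a common share, a ratio of 0.0667 (0.00771 in the split of Maus3_2 and Maus2_2), consistent with UMIs per cell as a source of most calls there. In B cells the ratio is 0.625 (40 against 64), against 0.0136 in that split. How much the depth contributes there cannot be told apart, since 224 shallow cells, 148 of them from Maus4_2, had to be left out. In CD8+ T cells, 5 calls are left at equal UMIs against 6 at a common share, with 2 cells left out. There the calls barely fall, unlike in CD4+ T cells, but they are few. At equal UMIs per cell, the split of Maus3_2 and Maus2_2 against the rest calls 45, 16 and 5 genes in B cells, CD4+ T cells and CD8+ T cells. The real split calls 40, 4 and 5, and the other split 9, 3 and 2. In 1 of these 2 splits, differences between mice other than in UMIs per cell thus give at least as many calls as the real split, and in the other fewer.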
